# Temporal requirements for ISL1 in sympathetic neuron proliferation, differentiation, and diversification

**DOI:** 10.1038/s41419-018-0283-9

**Published:** 2018-02-14

**Authors:** Qingquan Zhang, Ru Huang, Youqiong Ye, Xiaoxia Guo, Jun Lu, Fugui Zhu, Xiaohui Gong, Qitong Zhang, Jie Yan, Lina Luo, Shaowei Zhuang, Yihan Chen, Xiaodong Zhao, Sylvia M. Evans, Cizhong Jiang, Xingqun Liang, Yunfu Sun

## Abstract

Malformations of the sympathetic nervous system have been associated with cardiovascular instability, gastrointestinal dysfunction, and neuroblastoma. A better understanding of the factors regulating sympathetic nervous system development is critical to the development of potential therapies. Here, we have uncovered a temporal requirement for the LIM homeodomain transcription factor ISL1 during sympathetic nervous system development by the analysis of two mutant mouse lines: an *Isl1* hypomorphic line and mice with *Isl1* ablated in neural crest lineages. During early development, ISL1 is required for sympathetic neuronal fate determination, differentiation, and repression of glial differentiation, although it is dispensable for initial noradrenergic differentiation. ISL1 also plays an essential role in sympathetic neuron proliferation by controlling cell cycle gene expression. During later development, ISL1 is required for axon growth and sympathetic neuron diversification by maintaining noradrenergic differentiation, but repressing cholinergic differentiation. RNA-seq analyses of sympathetic ganglia from *Isl1* mutant and control embryos, together with ISL1 ChIP-seq analysis on sympathetic ganglia, demonstrated that ISL1 regulates directly or indirectly several distinct signaling pathways that orchestrate sympathetic neurogenesis. A number of genes implicated in neuroblastoma pathogenesis are direct downstream targets of ISL1. Our study revealed a temporal requirement for ISL1 in multiple aspects of sympathetic neuron development, and suggested *Isl1* as a candidate gene for neuroblastoma.

## Introduction

Neurons of the sympathetic nervous system (SNS) innervate visceral organs, glands, and blood vessels, and play important roles in maintaining homeostasis. Aberrant development of the SNS causes neurocristopathies associated with cardiovascular instability, gastrointestinal dysfunction, as well as neuroblastoma that arises from developing sympathetic neurons^1^. The SNS is derived from trunk neural crest (NC) cells. As NC cells commit to the sympathetic lineage, they downregulate the expression of genes characteristic of NC cells such as *Sox10*, and express several sympathetic neuron-specific genes such as *Phox2b* and markers of catecholamine biosynthesis (TH, DBH). The newly generated sympathetic neurons transiently exit the cell cycle, and then reenter the cell cycle and are proliferating. Thereafter, an increasing number of sympathetic neurons exit the cell cycle, which peaks at embryonic day 14.5 (E14.5), and undergo post-mitotic differentiation^2–5^.

Bone morphogenetic protein (BMP) and Notch signals are required for induction and coordination of early sympathetic differentiation and progenitor maintenance. Enhanced Notch signaling results in increased Sox10+ progenitors at the expense of differentiated neurons in sympathetic ganglia^6–9^. BMPs initiate sympathetic neurogenesis by inducing sequential expression of a number of transcription factors^2–4^, including Phox2a/2b, Mash1, Hand2, Gata2/3, and Insm1. In Phox2b knockout mice, NC progenitors fail to initiate sympathetic differentiation and express Hand2, Gata3, TH, and DBH^10^. Gata2/3, Insm1, and Hand2 are BMP-induced transcription factors essential for sympathetic neuron proliferation and differentiation downstream of Mash1 and Phox2b. Together, these factors constitute an early transcriptional network essential for sympathetic neuron development^2–4^.

Segregation of initially bimodal sympathetic neurons into distinct noradrenergic and cholinergic neurons occurs relatively later during development, and is controlled by intrinsic as well as target derived signals^11,12^. Recent studies have uncovered a cross-repressive and maintenance mechanism for sympathetic neuron diversification, which involves antagonistic actions between pro-cholinergic factors Ntrk3 (TrkC)/Ret/Tlx3 and pro-noradrenergic factors Hmx1/Ntrk1 (TrkA)^13,14^. TrkC and Ret repress Hmx1 expression and induce cholinergic differentiation. Conversely, Hmx1 represses Tlx3 and Ret, induces TrkC, and maintains noradrenergic phenotypes.

ISL1 is an LIM-homeodomain transcription factor expressed in all peripheral neurons^15^. ISL1 plays an essential role in sensory neuron differentiation by activating genes critical for sensory neuron phenotype, and repressing genes expressed earlier during sensory neuron development^15^. ISL1 is required for early sympathetic neuron development^16^; however, genes and signaling pathways regulated by ISL1 and direct targets of ISL1 in sympathetic neurons remain unexplored. In this study, we uncovered a temporal requirement for ISL1 in various aspects of SNS development. ISL1 regulates directly or indirectly a number of genes essential for sympathetic neuron proliferation and differentiation, many of which have been implicated in neuroblastoma pathogenesis, suggesting *Isl1* as a candidate gene for neuroblastoma.

## Results

### ISL1 is required for proliferation and survival of sympathetic neurons at early developmental stages

We performed wholemount X-gal staining of *Wnt1-Cre; Isl1*^f/f^;*Rosa26-LacZ* mutant (CKO) and *Wnt1-Cre;Isl1*^*+/+*^*;Rosa26-LacZ* control (ctrl) embryos, and found that primary sympathetic column/chain of *Isl1* CKO and ctrl embryos appeared comparable up until E11 (Fig. 1a, b). Thereafter, however, the size of *Isl1* CKO sympathetic ganglia became progressively reduced (Fig. 1c–f). At E10.5–11, the number of sympathetic neurons was comparable between *Isl1* CKO and control embryos (Fig. 1g). However, from E11.5 to E14.5, the number of *Isl1* CKO sympathetic neurons was significantly decreased compared to controls (Fig. 1g).

**Fig. 1:**
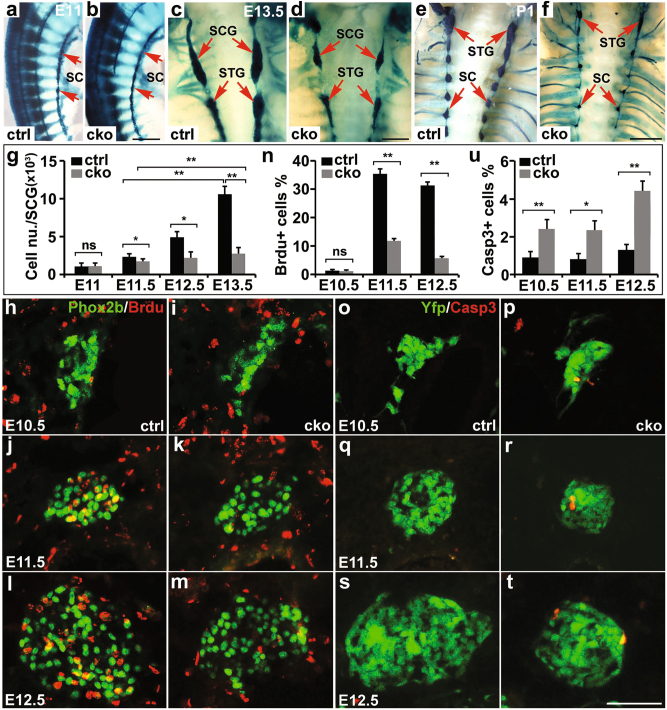
Neural crest specific ablation of *Isl1* leads to loss of sympathetic neurons. **a**, **b** Wholemount X-gal staining revealed that initial formation of primary sympathetic ganglia appeared to be normal in *Wnt1-Cre;Isl1*^*f/f*^ embryos (CKO) compared with *Wnt1-Cre;Isl1*^*+/+*^ (ctrl) littermates at E11. Scale bar, 500 µm. **c**–**f** From E11.5 onward, the size of the superior cervical ganglia (SCG), stellate ganglia (STG), and sympathetic chain (SC) of *Isl1* CKO embryos became progressively reduced. Scale bar, 1 mm (**c**, **d**), 2 mm (**e**, **f**). **g** Quantitative analysis revealed a significant reduction in the total number of sympathetic neurons (X-gal+) per ganglion or sympathetic chain (E11) in *Isl1* CKO embryos compared with control littermates at all developmental stages examined except E11. Error bars represent the s.d., *n* = 4, E11 (*p* = 0.54), E11.5 (*p* = 0.0183), E12.5 (*p* = 0.0106), E13.5 (*p* = 2e−05), two-tailed *t*-test. **h**–**n** BrdU labeling revealed a significantly reduced proliferation of *Isl1* CKO sympathetic neurons (Phox2b+) at E11.5 and E12.5. At E10.5, no BrdU immunoreactivity was detected in both control and CKO mutant embryos. Error bars represent the s.d., *n* = 4, E10.5 (*p* = 0.594), E11.5 (*p* = 6.6e−06), E12.5 (*p* = 4.9e−08), two-tailed *t*-test. Scale bar, 50 µm. **o**–**u** Caspase-3 immunostaining showed significantly increased cell death in the SCG of *Isl1* CKO embryos (on Rosa-YFP background) at E10.5, E11.5, and E12.5. Error bars represent the s.d., *n* = 4, E10.5 (*p* = 0.0016), E11.5 (*p* = 0.0103), E12.5 (*p* = 0.0002), two-tailed *t*-test. Scale bar, 50 µm. Asterisks (*) indicate statistically significant difference between the two groups indicated in brackets, ns = not significant, * *p* < 0.05, or ** *p* < 0.01

Sympathetic neurons pause cell division at E10.5, and then reenter the cell cycle from E11.5 onward, until their terminal differentiation during later development^5^. Consistent with this, at E10.5, we observed few, if any, proliferating sympathetic neurons (BrdU+/Phox2b+) in either *Isl1* CKO or control sympathetic ganglia (Fig. 1h, i, and n). At E11.5–12.5, however, we observed a significant reduction in the number of BrdU+ cells in *Isl1* mutant sympathetic ganglia compared to controls at E11.5 (~11% vs. 35%) and E12.5 (~7% vs. 30%) (Fig. 1j–n). In addition, cleaved Caspase-3 immunostaining revealed a significant increase in cell death in *Isl1* CKO sympathetic ganglia at E10.5–E12.5 (Fig. 1o–u).

### RNA-seq analysis reveals downregulation of a large number of genes essential for cell cycle progression at early developmental stages

To better understand the genetic program regulated by ISL1, we performed RNA-seq analysis on sympathetic ganglia of *Isl1* CKO and control embryos at E11.5–12, a stage when minimal cell loss occurred in *Isl1* CKO sympathetic ganglia. 

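Sympathetic ganglia for this comparison were dissected from *Isl1* CKO (*Wnt1-Cre;Isl1 f/f*) and control (*Wnt1-Cre;Isl1+/+*) embryos that carried a tdTomato reporter, and tissue without fluorescence was removed. For each genotype 2 libraries were prepared from polyA RNA, each from the pooled ganglia of at least 10 embryos. The authors aligned the reads to the mm9 mouse genome with TopHat and estimated expression with cuffdiff. Their deposited table gives 1 FPKM value per gene and genotype, in which the 2 libraries are combined, together with cuffdiff's log2 fold change and unadjusted p-value. It gives no value for a single library and no number of reads. The depth and the spread between libraries are therefore unknown, and the differences reported here for either stage have no replicate check. The table for E11.5 held 13506 genes, all with an FPKM of at least 1 in control or CKO ganglia, and 286 of them were microRNA, snoRNA or other small RNA genes. FPKM summed to 476289 in control and 617263 in CKO ganglia, and the genes of an erythroid list took 2.29% and 11.2% of these sums. Changes were computed as the log2 ratio of FPKM + 0.1 in CKO to FPKM + 0.1 in control ganglia, which understates the change of genes with low values. The median log2 ratio of all genes was 0.05, with quartiles at -0.31 and 0.45. When FPKM was rescaled to the same sum per genotype without the erythroid genes, this median was -0.18, so changes under that scaling are read against it. *Isl1* itself (chromosome 13, from 117088478 to 117099896 in mm9) fell from 133 FPKM in control to 40.0 in CKO ganglia, a log2 ratio of -1.73. Its p-value from cuffdiff in the authors' deposited table was 0.00055, and 0.0874 after Benjamini-Hochberg adjustment over all genes of that table.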

We identified 358 downregulated and 555 upregulated transcripts in *Isl1* CKO mutants (|fold change *Isl1* CKO vs. ctrl | ≥ 1.5, *p* ≤ 0.05) (Fig. 2a and Supplementary Table 1). 

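In the FPKM values alone, 1746 genes were at least 1.5-fold lower and 2551 at least 1.5-fold higher in *Isl1* CKO ganglia, so that 59.4% of the changed genes were higher. This split depended on the scaling. It was 1982 lower and 2317 higher (53.9% higher) after centring the log2 ratios on their median, and 3038 lower and 1637 higher (35.0% higher) after rescaling without erythroid genes, the alternative that moved it most. In the authors' deposited table, the paper's thresholds returned the paper's 358 and 555 genes, and each of the 913 genes with a cuffdiff p-value of 0.05 or less also passed the fold threshold. The smallest change among them was 0.91 on the log2 scale. Without a pseudocount and without the genes listed at 0, 4252 genes were at least 1.5-fold apart in the 2 columns, and 21.4% of these had a cuffdiff p-value of 0.05 or less in the authors' deposited table. After Benjamini-Hochberg adjustment of cuffdiff's p-values over the 13506 genes of the authors' deposited table, 14 genes were lower and 54 higher with an adjusted value under 0.05. Among genes with an FPKM of at least 5 in either genotype, and leaving out genes with a *Mir*, *Snor*, or *Rn* symbol, many of which are listed at 0, the steepest falls were those of *Hbb-y* and *AF357425*, both listed at 0 in CKO ganglia, then *Insm2*, *Egln3*, and *Gata2*. The steepest rises were those of *Gkn2* (0.0749 to 24.9 FPKM), *Prl8a2* (0.241 to 48.4), *Nppa* (0.0765 to 12.0), *Prl7a1* (0.0304 to 7.88), and *Slc34a2* (0.0288 to 5.73). The cuffdiff p-values of these 5 genes in the authors' deposited table ran from 0.0646 to 0.437. *Prl8a2* and *Prl7a1* are also on a list of trophoblast and decidua genes.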

Gene Set Enrichment Analysis (GSEA) revealed significant downregulation of gene sets representing the cell cycle, response to DNA damage stimulus, and sympathetic neuron development, but upregulation of gene sets representing NC development and glial differentiation (Fig. 2b–f). 

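The medians of gene lists were compared with those of 10000 random lists of the same size, matched on mean expression, and given with a 95% bootstrap interval over the genes of the list. These percentiles describe the libraries and are not p-values. All 42 genes of an S phase list were lower in CKO ganglia, with a median log2 ratio of -0.71 (-0.89 to -0.60). Of 54 genes of a G2/M phase list, 52 were lower, with a median of -0.85 (-0.94 to -0.72). Both medians lay below all random lists. Leaving out the genes that the study called at either stage moved both medians most, to -0.31 over the 4 S phase genes left and to -0.48 over the 8 G2/M genes left. The p-values from cuffdiff in the authors' deposited table were 0.05 or less for 8 of the S phase genes and 16 of the G2/M genes, and 0 of either list passed 0.05 when adjusted over the list alone or over all genes. The median was -0.87 for 43 genes of the response to DNA damage and -0.67 for 48 genes of DNA replication, with 41 and 46 genes lower. Both of these lists were taken from the study's annotation of genes that rose in the later libraries, so they were not chosen on the libraries of this stage. Among 16 genes of sympathetic neuron identity, 15 were lower (median -0.67, -1.29 to -0.18, below all random lists). Of 20 neural crest and glial genes, 19 were higher, with a median of 1.11 (0.81 to 1.25) above all random lists. The 21 cell cycle genes of Fig. 2g were all lower, between -2.75 and -1.02. *Ccnd1* (chromosome 7, from 152115836 to 152125774) had 831 FPKM in control and 123 in CKO ganglia, and *Mki67* (chromosome 7, from 142881471 to 142908062) had 97.2 and 28.5. All 21 had a p-value under 0.05 from cuffdiff in the authors' deposited table when adjusted over the list alone, against 1 of them when adjusted over all genes. The study chose these 21 genes on the same libraries, so the first count is not independent evidence. From the lower expression of cell cycle genes, beside the reduced number of BrdU+ cells, the paper proposes that ISL1 acts on the proliferation of sympathetic neurons through cell cycle gene expression.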

Selected cell cycle genes were verified by qPCR on FACS sorted sympathetic neurons from E11.5 *Isl1* CKO and control embryos (*Rosa26-tdTomato*+). These included, e.g., *Mki67* (all phases), *Ccnd1* (G1-S phase), *Smc2/4*, *Bub1* (M phase), *Arhgap11a*, *Pbk* (proliferative signaling) (Fig. 2g). Reduced expression of *Ccnd1* and *Mki67* was further confirmed by immunostaining (Fig. 2h–m).

**Fig. 2:**
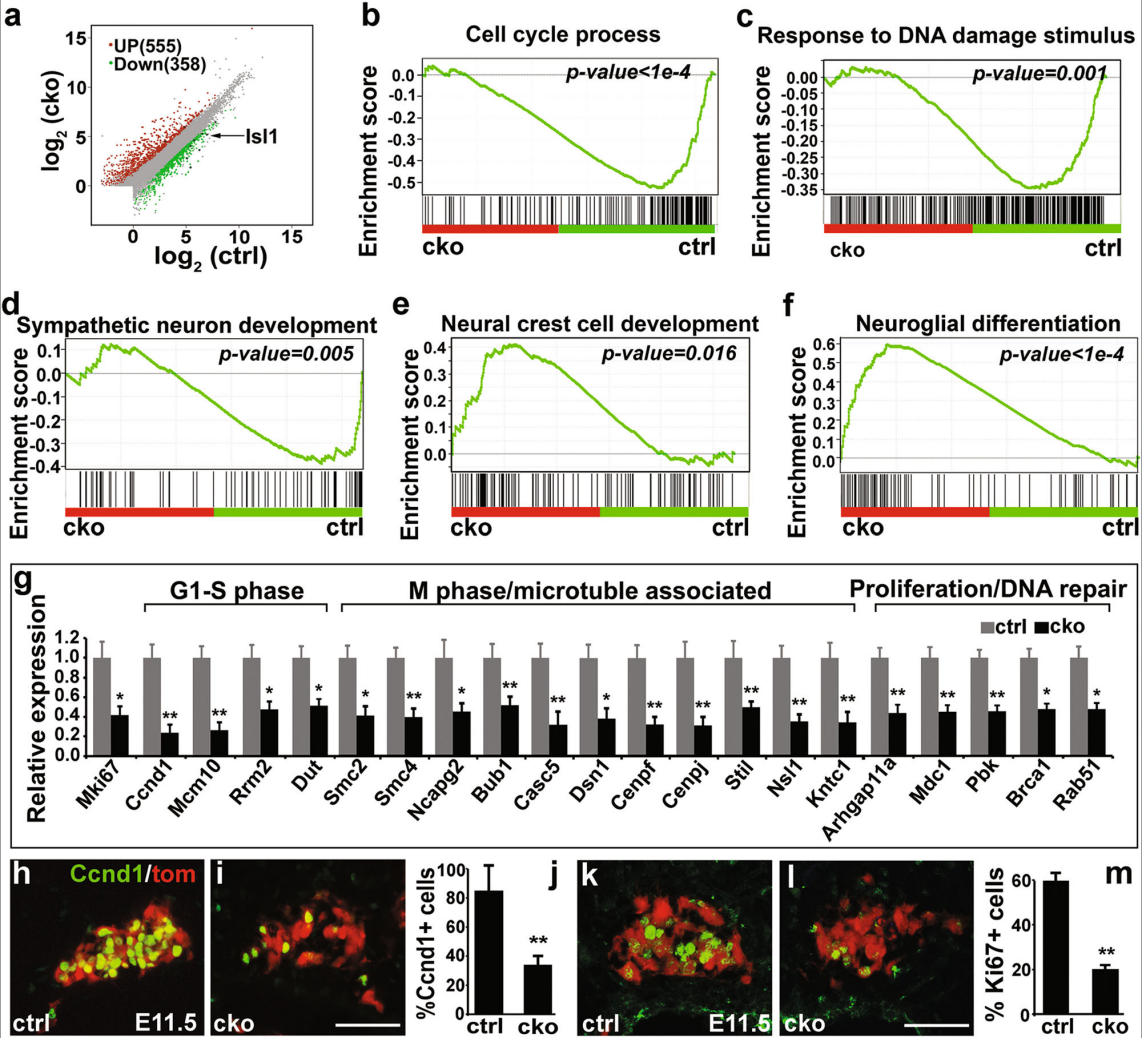
RNA-seq analyses reveal dysregulation of genes essential for sympathetic neuron proliferation in *Isl1* CKO embryos. **a** Scatterplot illustrating relative gene expression of polyA-selected RNA transcripts from RNA-seq comparison of wildtype control and *Isl1* CKO mutant sympathetic neurons, and showing 555 genes upregulated (red) and 358 genes downregulated (green) (| fold change mutant vs. ctrl | ≥ 1.5, *p* < 0.05) in *Isl1* mutant sympathetic neurons. **b**–**f** GSEA showing downregulated gene sets representing cell cycle, response to DNA damage stimulus, and sympathetic neuron development, but upregulated gene sets representing neural crest cell development and neuroglial differentiation. **g** qPCR validation of selected genes involved in the cell cycle and proliferation. Results are shown as relative expression CKO vs. ctrl. Error bars represent the s.d. *n* = 3, *p* < 0.05*, or *p* < 0.01**, two-tailed *t*-test. **h**–**m** Immunostaining and quantitative analysis showing a marked reduction in expression of Mki67 and Ccnd1 in *Isl1* CKO sympathetic ganglia marked by *Rosa26-Tomato* compared with controls at E11.5. Error bars represent the s.d., *n* = 3, *p* = 0.0008 (**j**), *p* = 0.0001 (**m**), two-tailed *t*-test. Scale bar, 50 µm. * *p* < 0.05, or ** *p* < 0.01

### ISL1 is required for effective downregulation of NC and glial progenitor factors during initial sympathetic neuronal differentiation

Our RNA-seq and qPCR analyses revealed significant upregulation of genes associated with NC (*Sox10*, *Foxd3*, *Snai1*, *Sox2*, and *Crabp2*) and glial (*Fabp7*, *Metrn*, *Mpz*, and *Phgdh*) progenitors (Fig. 3a and Supplementary Table 1), suggesting a failure in their developmental downregulation in sympathetic neuroblasts, and an increase in gliogenesis. 

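All 5 neural crest genes were at least 1.5-fold higher in the CKO libraries. *Sox10* (chromosome 15, from 78985343 to 78994920 in mm9) had 29.3 FPKM in control and 59.3 in CKO ganglia, a log2 ratio of 1.01. *Foxd3* rose from 8.74 to 22.6 FPKM, *Sox2* from 6.96 to 16.5, and *Crabp2* from 39.6 to 84.5. *Snai1* was the least abundant, at 2.51 and 4.51 FPKM, and its cuffdiff p-value in the authors' deposited table was 0.212. Of the glial genes, *Fabp7* had 90.9 and 208 FPKM, *Metrn* 55.8 and 117, and *Phgdh* 22.6 and 59.6. Apart from *Snai1*, these genes had cuffdiff p-values between 0.0029 and 0.0319 in the authors' deposited table. After Benjamini-Hochberg adjustment over all genes, the lowest of these values from cuffdiff in the authors' deposited table was 0.218 (*Phgdh*). Genes of other cell types also rose in these libraries, with a median log2 ratio of 0.66 for a mesenchyme list.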

To investigate the role of ISL1 in early sympathetic neurogenesis, we further analyzed co-expression of Sox10 (NC and glial progenitors, and sympathetic neuronal progenitors), Phox2b (sympathetic progenitors and neurons), and ISL1 during early sympathetic development. At E10.5 and 11.5, a proportion of sympathetic progenitors co-expressed Phox2b and Sox10; however, few, if any, ISL1-expressing or *Isl1-Cre* lineage-labeled sympathetic neurons co-expressed Sox10 (0–1 per section) (Fig. 3b–d, arrow). At E11.5, all ISL1-expressing sympathetic neurons co-expressed Phox2b; however, a subset of Phox2b+ cells did not express ISL1 and were presumably progenitors for NC, sympathetic neurons, or glia (Fig. 3e, arrow). In *Isl1* CKO sympathetic ganglia, the number of Phox2b+ sympathetic neurons was decreased; however, the number of Sox10+ cells, and Sox10+/Phox2b+ progenitors was significantly increased (Fig. 3f–h).

**Fig. 3:**
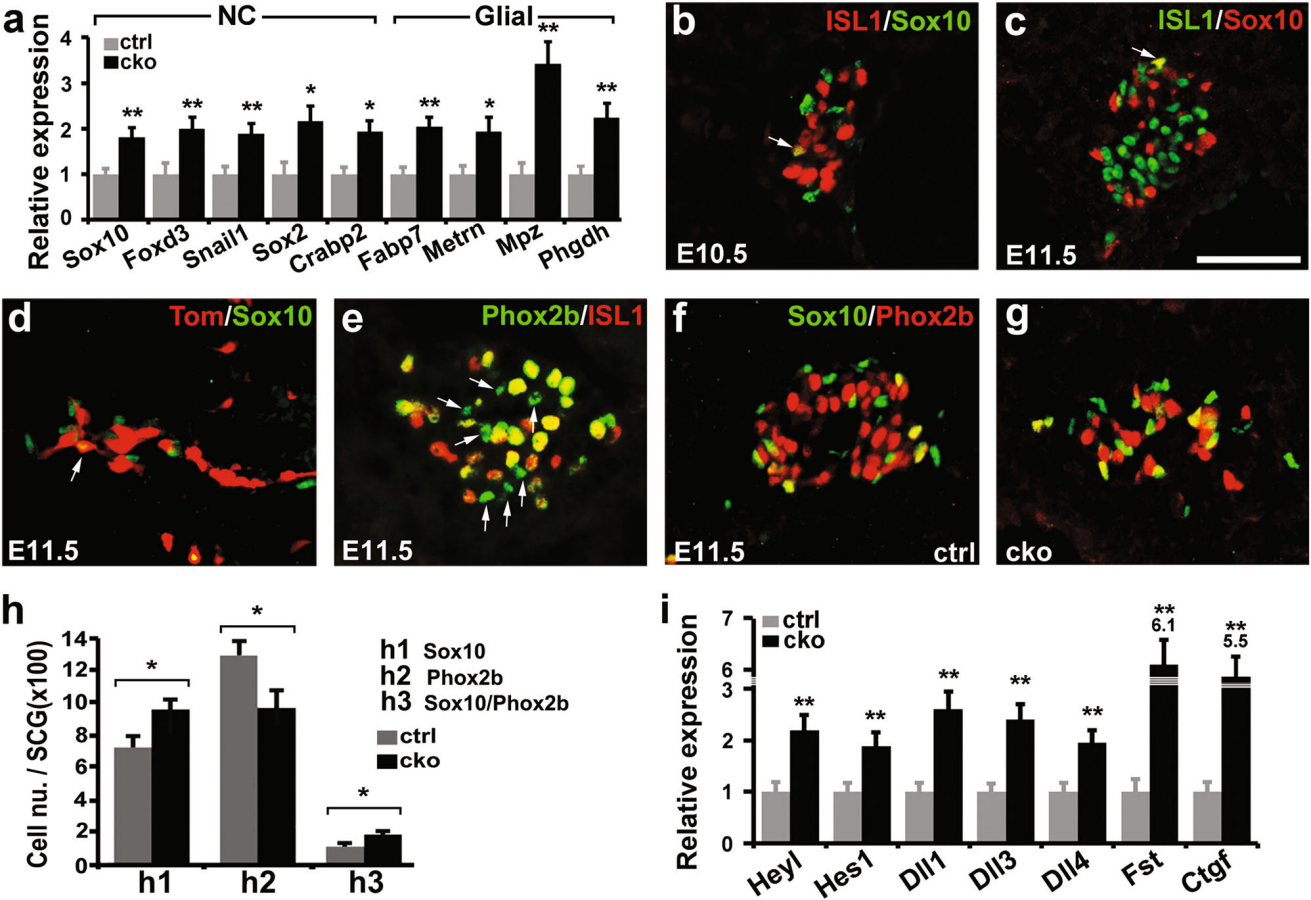
Impaired sympathetic neurogenesis but increased neural crest and glial progenitors in *Isl1* CKO embryos. **a** qPCR verification of upregulated genes characteristic of NC and glial progenitors at E11.5–12. Error bars represent the s.d., *n* = 3, two-tailed *t*-test. **b**–**e** Co-immunostaining of ISL1/Sox10, Tom/Sox10, and Phox2b/ISL1 at E10.5 and E11.5. Scale bar, 50 µm. **f**–**h** Co-immunostaining of Sox10 and Phox2b in *Isl1* CKO and control sympathetic ganglia showing a significant decrease in the number of Phox2b+ neurons (**h2**), but a significant increase in the number of Sox10+ (**h1**) and Phox2b+/Sox10+ (**h3**) progenitors. Error bars represent the s.d., *n* = 4, *p* = 0.0135 (**h1**), *p* = 0.0109 (**h2**), *p* = 0.0134 (**h3**), two-tailed *t*-test. Scale bar, 50 µm. **i** qPCR verification of upregulation of a number of genes of Notch signaling pathway and BMP antagonists at E11.5–12. Error bars represent the s.d., *n* = 3, two-tailed *t*-test. * *p* < 0.05, or ** *p* < 0.01

BMP and Notch signals are required for coordinating sympathetic differentiation and progenitor maintenance^6–9^. 

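In the libraries of E11.5 *Isl1* CKO ganglia, the BMP receptor gene *Bmpr1b* (chromosome 3, from 141500100 to 141832389 in mm9) had 12.2 FPKM in control and 4.07 in CKO ganglia, and its log2 ratio of -1.55 carried a cuffdiff p-value of 0.00365 in the authors' deposited table. Of the genes of BMP antagonists, *Ctgf* rose from 3.76 to 88.0 FPKM (log2 ratio 4.51) and *Fst* from 6.35 to 69.6 (3.43). Both had the smallest p-value that the authors' deposited table lists from cuffdiff, 5e-05, which is 0.0147 after Benjamini-Hochberg adjustment over all genes. *Fst* is also on a list of parietal yolk sac genes, of which 17 of 18 were higher in the CKO libraries. The Notch ligand genes were low in control ganglia. *Dll3* rose from 5.80 to 14.8 FPKM with a cuffdiff p-value of 0.0149 in the authors' deposited table, and *Dll1* from 2.71 to 4.63 with 0.18. Among the target genes of Notch, *Heyl* rose from 10.1 to 19.7 FPKM with a cuffdiff p-value of 0.0362 in the authors' deposited table, and *Hes1* from 10.7 to 20.1 with 0.0881.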

We found that ablation of *Isl1* during early sympathetic development resulted in reduced BMP signaling (Bmpr1b), but upregulated BMP antagonist signaling (*Ctgf* and *Fst*), and a significant increase in expression of Notch ligands (*Dll1*, *Dll3*) and downstream target genes (*Hes1*, *Heyl*, and *Sox2*)^17^ (Fig. 3i and Supplementary Table 1). Together, these data suggest that ISL1 plays an important role in initial sympathetic neurogenesis, likely by modulating BMP and Notch signaling pathways.

### Role of *Isl1* in the gene regulatory network essential for sympathetic neuron differentiation at early developmental stages

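A list of 25 pan-neuronal genes had a median log2 ratio of -0.42 (95% bootstrap interval -0.92 to -0.23) between CKO and control ganglia at E11.5, and 20 of these genes were lower. The median lay below all of 10000 random lists matched on mean expression. In the authors' deposited table, 5 of the 25 had a cuffdiff p-value of 0.05 or less, 4 stayed under 0.05 when adjusted over the list alone, and 1 when adjusted over all genes. A list of 25 neuron development genes, which the study annotated among genes lower in its later libraries, had a median of -0.34 with an interval from -0.57 to 0.18, and 16 of them were lower. Its median lay at percentile 0.11 of the random lists.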

Our RNA-seq data revealed significant downregulation of genes involved in neuronal development. We further examined significantly downregulated genes for those that might contribute to the observed phenotypes of *Isl1* CKO SNS, confirming downregulation in their expression by qPCR on E11.5 sympathetic neurons (Fig. 4a). These included genes involved in transcriptional regulation (e.g., *Gata2/3, Insm2, Tlx3*), chromatin modification (e.g., *Dnmt1, Kdm6b*), and RNA binding (*Elavl2/3, Lin28a/b*), many of which are known to play critical roles in sympathetic neuron development^2–4^ (Fig. 4a). 

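All 20 genes of Fig. 4a were lower in the RNA-seq libraries of CKO ganglia, with log2 ratios between -4.02 and -1.22 (median -1.53). Among the transcription factor genes, *Insm2* fell from 33.2 FPKM in control to 1.96 in CKO ganglia and *Gata2* (chromosome 6, from 88143885 to 88157024 in mm9) from 42.8 to 3.22. *Gata3* fell from 79.1 to 32.4 FPKM, *Hand1* from 224 to 85.9, *Tfap2b* from 70.0 to 11.6, and *Insm1* from 70.9 to 29.8. *Egln3*, which encodes a prolyl hydroxylase, fell from 32.8 to 2.13 FPKM. Of the genes of chromatin factors, *Kdm6b* fell from 23.8 to 9.18 FPKM, *Kmt2a* from 11.9 to 4.11, and *Gse1* from 39.0 to 15.6. Of those of RNA-binding proteins, *Elavl2* fell from 124 to 44.8 FPKM and *Elavl3* from 61.6 to 16.8, while *Lin28a* was low in both genotypes (2.94 and 0.374). All 20 had a cuffdiff p-value of 0.05 or less in the authors' deposited table. All 20 were also under 0.05 when adjusted over the list alone, and 6 of them when adjusted over all genes. Because the study selected them for their change in these libraries, the former count is not independent evidence.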

Downregulation of selected genes was further confirmed by in situ hybridization or by immunostaining (Fig. 4b–m).

**Fig. 4:**
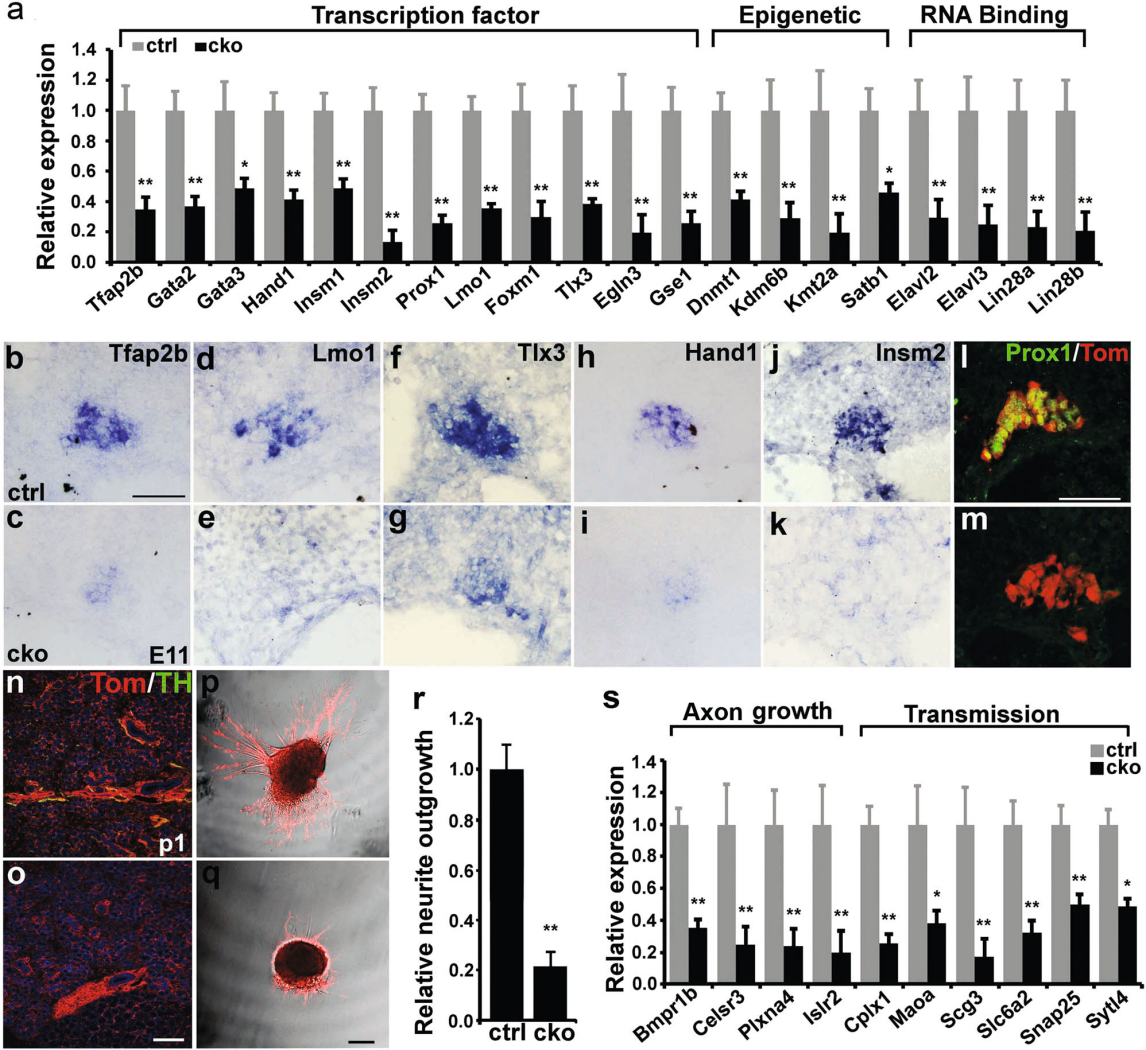
Impaired differentiation and axon growth of sympathetic neurons in *Isl1* CKO embryos. **a** qPCR analysis showing downregulation of genes involved in transcription, epigenetic regulation, and RNA binding on sympathetic ganglia of *Isl1* CKO and control embryos at E11.5–E12. Error bars represent the s.d., *n* = 3, two-tailed *t*-test. **b**–**m** Selected genes downregulated in *Isl1* CKO sympathetic ganglia were verified by in situ hybridization (**b**–**k**) or immunostaining (**l**, **m**) in SCG at E11. Scale bar, 50 µm. **n**, **o** TH+ immunostaining showing the absence of sympathetic innervation of the salivary gland in *Isl1* CKO mice compared with controls. Scale bar, 200 µm. **p**–**r** Sympathetic ganglion explants culture showing significantly reduced axon growth in *Isl1* CKO mutants compared with controls. Error bars represent the s.d., *n* = 3, *p* = 0.0005, two-tailed *t*-test. Scale bar, 100 µm. **s** qPCR confirming downregulation of a number of genes involved in axon growth and neurotransmission. Error bars represent the s.d., *n* = 3, two-tailed *t*-test. * *p* < 0.05, or ** *p* < 0.01

To understand the role of ISL1 in sympathetic axon development and neurotransmission, we examined sympathetic innervation by TH immunostaining. We observed a marked reduction or nearly absence of sympathetic innervations in the heart at E14.5 and E17.5 (Supplementary Figure 1a-d) and the salivary gland at P1 (Fig. 4o) in *Isl1* CKO mice compared to controls. However, defects in sympathetic innervation may be secondary to neuronal loss in *Isl1* CKO sympathetic ganglia. Therefore, we cultured sympathetic ganglia from E12 *Isl1* CKO and control mice, and axon growth was assessed after 24–48 h. We observed a significant 5-fold reduction in neurite outgrowth in *Isl1* CKO mutants compared to controls (Fig. 4q, r). Furthermore, RNA-seq analysis revealed significantly altered expression of genes involved in neuronal projection morphogenesis and function. qPCR confirmed downregulation of genes involved in axon growth (e.g., *Bmpr1b, Plxna4*), neurotransmission (e.g., *Cplx1, Scg3, Snap25*), and altered expression of genes of neurotransmitters or related enzymes (Fig. 4s; Supplementary Figure 1e and f).

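In the RNA-seq libraries, the 10 genes of Fig. 4s were all lower in CKO ganglia, with log2 ratios from -2.11 to -1.10. The study selected them for their change in the same libraries, so their direction follows from the choice. *Plxna4* (chromosome 6, from 32094565 to 32538192 in mm9) fell from 42.3 FPKM in control to 19.7 in CKO ganglia, *Celsr3* from 25.7 to 11.2, and *Islr2* from 43.9 to 15.5. Among the genes of neurotransmission, *Cplx1* fell from 51.4 to 11.9 FPKM, *Scg3* from 94.5 to 42.4, *Snap25* from 104 to 37.2, *Sytl4* from 234 to 84.9, *Slc6a2* from 61.4 to 18.9, and *Maoa* from 147 to 68.3. After Benjamini-Hochberg adjustment over all genes, *Cplx1* alone among the 10 stayed under 0.05, at 0.0147 from cuffdiff's p-values in the authors' deposited table. Genes of neuropeptides and secretory granules changed in both directions. *Chga* fell from 164 to 61.4 FPKM, *Vip* from 26.9 to 7.18, and *Vstm2l* from 49.6 to 9.61. *Chgb* rose from 69.5 to 174, *Pyy* from 1.49 to 29.4, and *Srgn* from 2.46 to 48.9. A list of 17 synaptic transmission genes, annotated by the study in its later libraries, had a median log2 ratio of -0.27 with an interval that included 0 (-0.71 to 0.33), at percentile 1.52 of the matched random lists, and 10 of its genes were lower.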

### Reduced *Isl1* expression leads to impaired sympathetic innervation, and delayed cell cycle withdrawal during later development

Marked cell loss in *Isl1* CKO sympathetic ganglia occurred well before robust sympathetic neuronal differentiation, precluding the study of the role of ISL1 during later sympathetic neuronal development. Therefore, we analyzed a mouse line with reduced *Isl1* expression (hypomorphic)^18^ (Supplementary Figure 2a-e). TH immunostaining revealed that the size of sympathetic ganglia and the number of neurons in *Isl1* hypomorphic embryos were not significantly altered prior to E17.5, although a reduction in sympathetic neuron number was observed in *Isl1* hypomorphic mice at E17.5 (Fig. 5a–e). This allowed us to examine the role of ISL1 during later developmental stages.

**Fig. 5:**
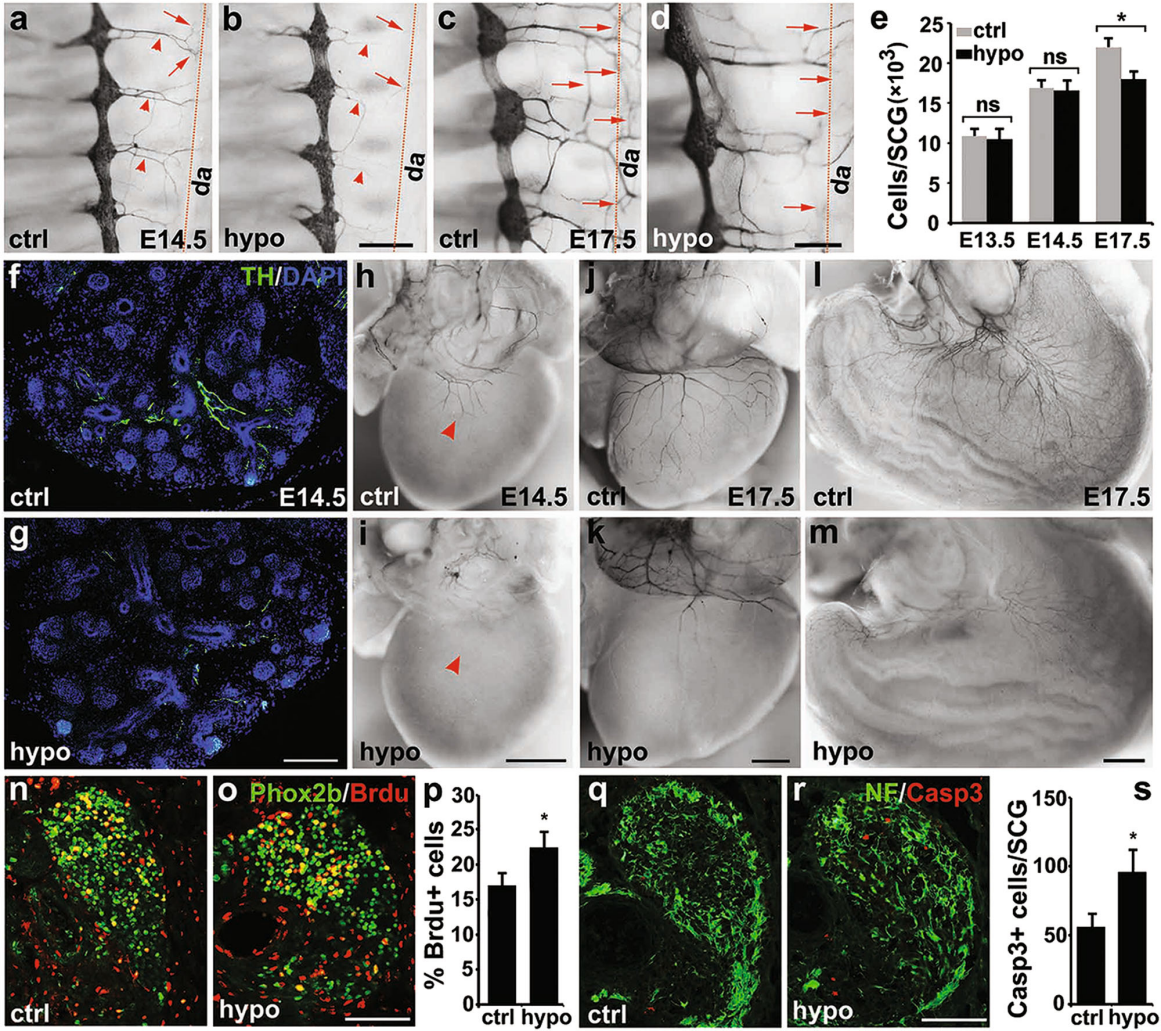
Impaired axon growth of sympathetic neurons in *Isl1* hypomorphic mutants. **a**–**d** Wholemount TH immunostaining of hypomorphic (hypo, *Isl1*^*f-neo/f-neo*^) and wildtype control (ctrl, *Isl1*^*+/+*^) embryos at E14.5 and E17.5 showing sympathetic ganglia and axons (arrowhead) extending toward, and neural plexus (arrow) around the dorsal aorta (da, red dashed line). Scale bar, 500 µm. **e** Quantitative analysis showing that the number of sympathetic neurons in *Isl1* hypomorphic embryos was comparable with control littermates at E13.5 and E14.5, but significantly reduced at E17.5. Error bars represent the s.d., *n* = 4, E13.5 (*p* = 0.854), E14.5 (*p* = 0.525), E17.5 (*p* = 0.014), two-tailed *t*-test. **f**–**m** Markedly reduced sympathetic innervations to the salivary gland (**f**, **g**), heart (**h**–**k**), and stomach (**l**, **m**) in *Isl1* hypomorphic embryos at E14.5 and E17.5 compared with control littermates revealed by TH immunostaining. Scale bar, 200 µm (**f**, **g**), 1 mm (**h**–**m**). **n**–**p** Increased proliferation in E14.5 *Isl1* hypomorphic sympathetic ganglia compared with controls revealed by co-immunostaining for BrdU and Phox2b. Error bars represent the s.d., *n* = 4, *p* = 0.011, two-tailed *t*-test. Scale bar, 100 µm. **q–s** Increased neuronal death revealed by co-immunostaining for activated caspase-3 and neurofilament (NF) in E14.5 *Isl1* hypomorphic sympathetic ganglia compared with controls. Error bars represent the s.d., *n* = 4, *p* = 0.024, two-tailed *t*-test. Scale bar, 100 µm. * *p* < 0.05, or ** *p* < 0.01

In control embryos, neurites of sympathetic ganglia began to extend branches to innervate the dorsa aorta (da, dashed line) at E14.5, and formed a complex nerve plexus around the dorsal aorta at E17.5 (Fig. 5a, c, arrow). In *Isl1* hypomorphic embryos, neurites of sympathetic ganglia appeared to be shorter with fewer branches at E14.5, and failed to form the aortic plexus at E17.5 (Fig. 5b, d, arrow). Similarly, sympathetic innervation to other target organs such as the salivary gland, heart, and stomach were markedly reduced in *Isl1* hypomorphic embryos at E14.5 and E17.5 (Fig. 5f–m).

At E14.5–16.5, we observed significantly increased neuronal proliferation (BrdU+/Phox2b+) in *Isl1* hypomorphic sympathetic ganglia (Fig. 5n–p). However, at E12.5–13.5, proliferation of sympathetic neurons was comparable between *Isl1* hypomorphic and control mice (Supplementary Figure 3), suggesting delayed cell cycle withdrawal of *Isl1* hypomorphic sympathetic neurons during later development. In addition, we observed significantly increased cell death, which may account for the overall loss of sympathetic neurons in *Isl1* hypomorphic mutants (Fig. 5q–s).

### RNA-seq analysis revealed dysregulation of genes important for axon growth and neurotransmission in *Isl1* hypomorphic sympathetic neurons during later development

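Ganglia of E14.5 *Isl1* hypomorphic (*Isl1 f-neo/f-neo*) and wildtype embryos were pooled and sequenced in the same way, with 2 libraries per genotype that cuffdiff combined into 1 FPKM value. The deposited table held 13413 genes, with FPKM sums of 448989 in wildtype and 440939 in hypomorphic ganglia, of which erythroid genes took 1.26% and 1.56%. The median log2 ratio of all genes was 0.003 (quartiles -0.11 and 0.13), and 0.03 after rescaling without erythroid genes. Wildtype ganglia were listed at 0 for 69 genes, 67 of them small RNA genes, and hypomorphic ganglia for 0 genes. In those 69 cases the deposited log2 fold change has the sign opposite to the FPKM columns, so that their direction is open. *Isl1* had 162 FPKM in wildtype and 83.1 in hypomorphic ganglia (log2 ratio -0.96), with a cuffdiff p-value of 5e-05 in the authors' deposited table. From FPKM alone, 284 genes were at least 1.5-fold lower and 387 at least 1.5-fold higher in hypomorphic ganglia (57.7% higher, and 63.0% after rescaling without erythroid genes). All 69 genes listed at 0 are among the 387, and the split depends on them. With 2 alternatives chosen after seeing the data, it was 284 lower and 318 higher without them (52.8% higher) and 353 lower and 318 higher with the sign of the deposited log2 fold change (47.4% higher), so the side with more genes is open. The lower count moved most with the fold threshold, to 105 at 2-fold and 1209 at 1.2-fold. Of the genes with a cuffdiff p-value of 0.05 or less in the authors' deposited table, 171 were also at least 1.5-fold lower and 233 at least 1.5-fold higher. The smallest change among the genes with such a cuffdiff p-value in the authors' deposited table was 0.29 on the log2 scale. Benjamini-Hochberg adjustment of cuffdiff's p-values in the authors' deposited table left 136 lower and 127 higher genes. With the same limit on FPKM and the same symbols left out, the steepest falls were those of *Pthlh* (6.88 to 1.05 FPKM), *Disc1* (10.5 to 1.70), *Nxph1*, *Ecel1*, and *St6galnac5* (9.39 to 1.86). Among the 5 steepest rises of these genes, *AF357355* was listed at 0 in wildtype ganglia, and *DQ267102*, *Gm15772*, and *DQ267100* had cuffdiff p-values from 0.361 to 0.474 in the authors' deposited table. *Slc38a11* rose from 9.75 to 26.3 FPKM.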

We performed RNA-seq analysis on *Isl1* hypomorphic and wildtype sympathetic ganglia at E14.5 and identified 641 upregulated and 526 downregulated genes (*p < *0.05) (Fig. 6a and Supplementary Table 2). 

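The genes that the study annotated with each category were compared as lists at E14.5. All 27 neuron development genes were lower in hypomorphic ganglia, with a median log2 ratio of -0.38 (95% bootstrap interval -0.43 to -0.36), as were all 17 synaptic transmission genes, with a median of -0.43 (-0.53 to -0.36). All 56 genes of nuclear division were higher (median 0.50, 0.47 to 0.54), as were all 48 of DNA replication (0.51, 0.48 to 0.57) and all 43 of the response to DNA damage (0.52, 0.49 to 0.57). The study chose these genes because they changed in these libraries, so their common direction follows from the choice, and their medians give only the size of the change. The 9 genes annotated with cholesterol biosynthesis were also lower (median -0.38, -0.50 to -0.34).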

GO analysis revealed that downregulated genes were over-represented in categories such as neuron development and neurotransmission, whereas upregulated genes were mainly cell cycle related (Fig. 6b, c; Supplementary Table 2). Similarly, GSEA analysis revealed downregulation of gene sets representing neuron differentiation and axonogenesis, but upregulation of a gene set representing the cell cycle in *Isl1* hypomorphic embryos (Fig. 6d–f). 

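Lists that were not chosen on these libraries were compared in the same way. All 42 S phase genes were higher in hypomorphic ganglia, with a median log2 ratio of 0.54 (95% bootstrap interval 0.50 to 0.57), and so were 52 of 54 G2/M phase genes (0.47, 0.40 to 0.49), both above all of 10000 matched random lists. Without the genes the study called at either stage, which leaves few, the medians were 0.28 and 0.21. In the authors' deposited table, 37 of the S phase genes had a cuffdiff p-value of 0.05 or less, 37 were under 0.05 when adjusted over the list alone and 16 when adjusted over all genes. For the G2/M genes these counts were 45, 40, and 15. Of 25 pan-neuronal genes, 20 were lower (median -0.27, -0.36 to -0.18), below all random lists. The median of 16 sympathetic identity genes was -0.11 (-0.33 to 0.06), at percentile 3.52 of the random lists, with 9 genes lower, and it was 0.05 without the genes the study called. Neural crest and glial genes had a median of 0.09, at percentile 97.02. The 14 genes of Fig. 6g had log2 ratios from -2.47 to -0.62 in these libraries. *Ecel1* fell from 182 to 33.0 FPKM, *Rgmb* from 79.5 to 47.1, *Syt1* from 71.0 to 40.8, and *Kcnmb2* from 18.0 to 5.96. Of the 9 cell cycle genes of Fig. 6h, all were higher, from 0.53 to 0.72, and 8 passed 1.5-fold. Unlike the lists above, the genes of Fig. 6g and Fig. 6h were selected by the study for their change in these libraries. Their direction therefore follows from the choice. *Top2a* rose from 66.3 to 101 FPKM, *Chek1* from 9.42 to 15.6, and *E2f1* from 15.9 to 23.9. From the lower expression of axon growth and neurotransmission genes, beside impaired innervation and delayed cell cycle withdrawal, the paper concludes that ISL1 remains required for sympathetic neuron differentiation at later stages.

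**Figure D1:**
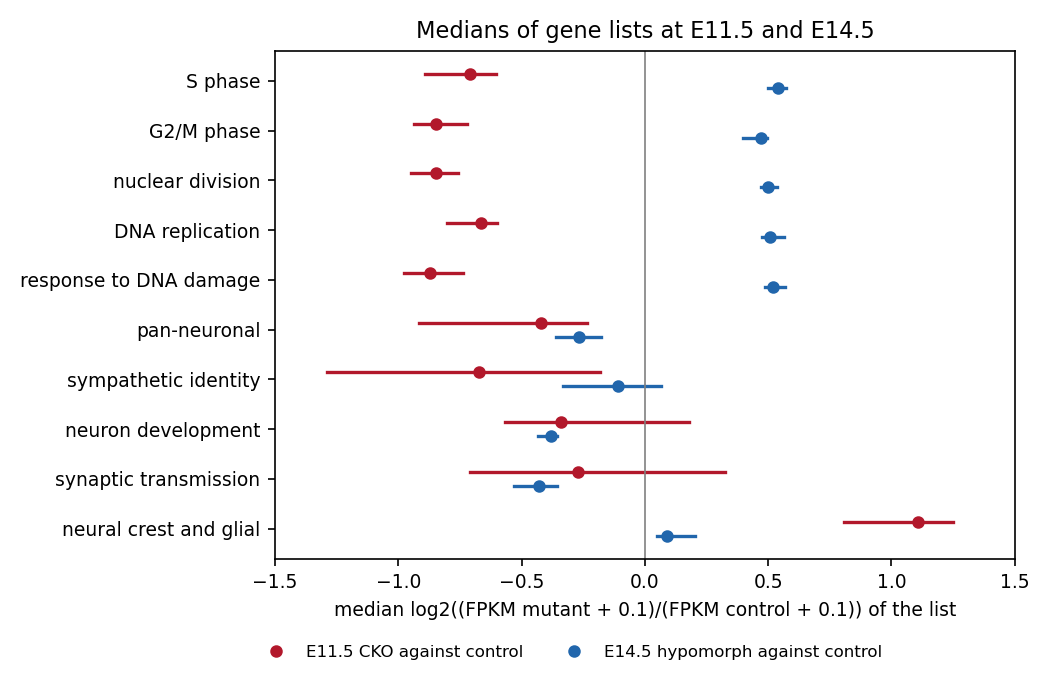
Median log2 ratio of FPKM (mutant over control) of 10 gene lists at E11.5 (red) and E14.5 (blue); lines are 95% bootstrap intervals over the genes of a list. The 5 cell cycle and DNA damage lists lie between -0.87 and -0.67 at E11.5 and between 0.47 and 0.54 at E14.5. The nuclear division, DNA replication, DNA damage, neuron development, and synaptic transmission lists were chosen on the E14.5 libraries. Their direction at E14.5 follows from that choice. The mutant is *Isl1* CKO at E11.5 and hypomorphic at E14.5.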

Selected genes involved in axon growth, neurotransmission, and the cell cycle were verified by qPCR (Fig. 6g, h).

**Fig. 6:**
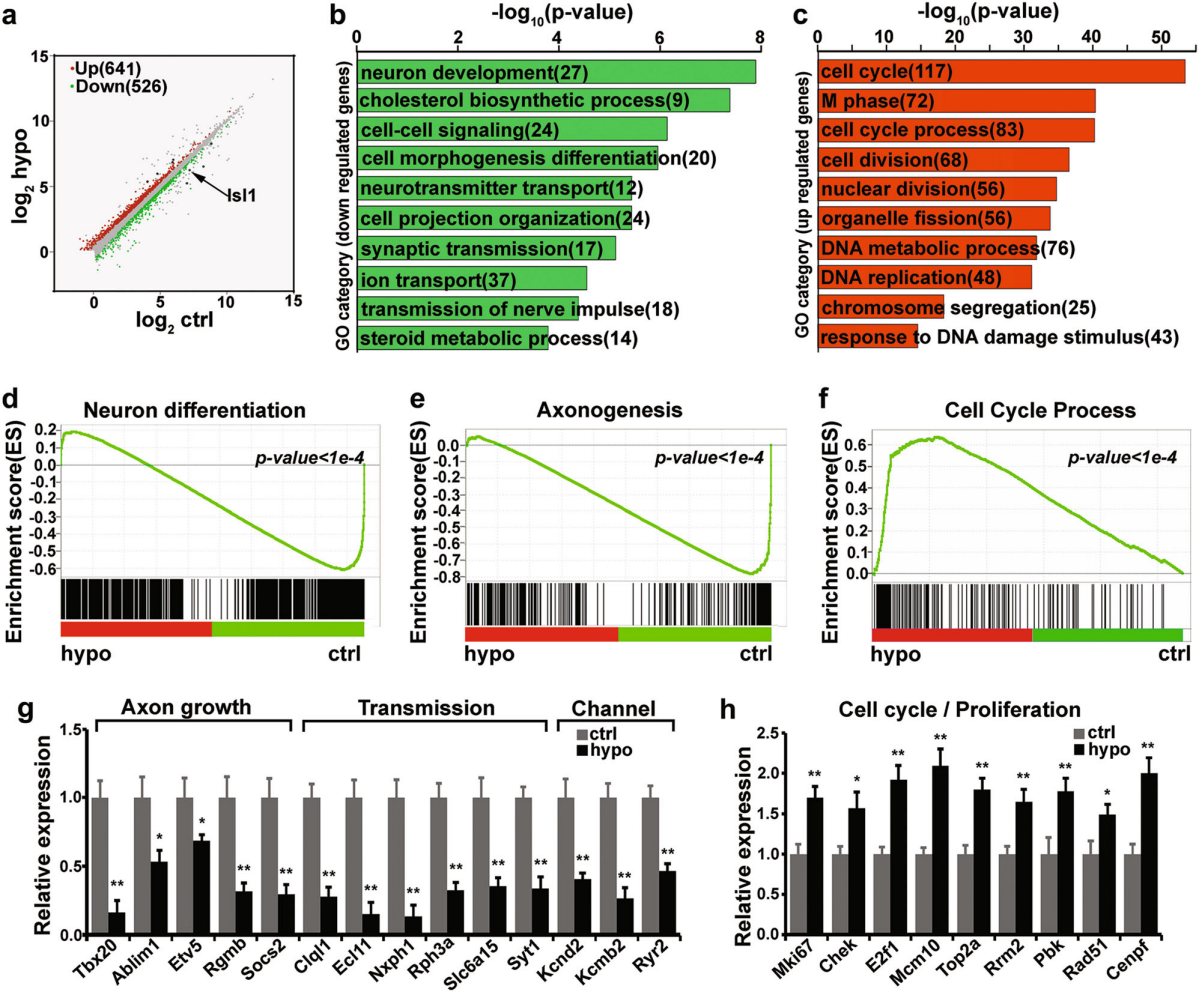
RNA-seq analyses reveal dysregulation of genes important for sympathetic neuron differentiation in *Isl1* hypomorphic mutants. **a** Scatterplot illustrating the relative gene expression of polyA-selected RNA transcripts from RNA-seq comparison of wildtype control and *Isl1* hypomorphic mutant sympathetic ganglia. Genes upregulated (641) or downregulated (526) (*p* < 0.05) in *Isl1* hypomorphic sympathetic neurons are shown in red and green, respectively. **b**, **c** GO terms enriched for genes upregulated or downregulated in *Isl1* hypomorphic sympathetic ganglia. **d**–**f** GSEA showing that gene sets representing neuron differentiation and axonogenesis are downregulated, whereas a gene set representing the cell cycle are significantly upregulated in *Isl1* hypomorphic sympathetic ganglia. Normalized enrichment scores (NESs) and *p*-values are shown. **g**, **h** qPCR validation of selected genes involved in axon growth, neurotransmission and ion channels, and the cell cycle in sympathetic neurons of E14.5 control and *Isl1* hypomorphic embryos. Error bars represent the s.d., *n* = 3, two-tailed *t*-test. * *p* < 0.05, or ** *p* < 0.01

Intersection of the two RNA-seq data sets from *Isl1* CKO and hypomorphic mutants identified only 84 genes commonly regulated by ISL1 at early (9.2% overlap) and later (7.1%) developmental stages (Supplementary Figure 4). 

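The tables of both stages share 12728 genes. By FPKM alone, with the 1.5-fold threshold at each stage, 68 of them were lower in both mutants, against 24.3 expected from the number changed at each stage, and 100 were higher in both, against 48.1 expected. In opposite directions, 110 genes were lower in *Isl1* CKO and higher in hypomorphic ganglia (37.7 expected) and 52 were higher and then lower (31.0 expected). With the genes listed at 0 left out, an alternative chosen after seeing the data, the 4 counts were 45, 86, 87, and 51. With the sign of the deposited log2 fold change for them, another such alternative, they were 81, 89, 97, and 63. The total of 330 genes changed at both stages moved most with the threshold, to 88 at 2-fold and 1937 at 1.2-fold. Among the genes the study called by cuffdiff in the authors' deposited table, 84 changed in the same direction at both stages and 124 in opposite directions.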

The commonly downregulated genes (46) were over-represented in categories such as protein secretion and synaptic vesicle transport, and upregulated genes (38) were involved in regulation of apoptosis (Supplementary Figure 4). 

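The 46 genes called lower at both stages compare with 13.0 expected, and the 38 called higher with 22.5 expected (odds ratios 4.23 and 1.80). Fisher's exact test across genes, two-sided, gave p = 5.73e-14 and p = 0.00185 for these overlaps, or 1.15e-13 and 0.00246 after Benjamini-Hochberg adjustment over the 4 combinations of directions. Genes are not independent replicates, so the test describes the overlap of 2 gene lists. Besides *Isl1*, the 46 genes include the synaptic genes *Cplx1*, *Rab3b*, *Rph3a*, *Sv2c*, and *Unc13a*, which were picked from the overlap after its values were seen. Of the 38 genes, 7 are on a list of 20 erythroid genes. They include *Slc4a1*, with 22.6 and 274 FPKM in control and CKO ganglia and 17.0 and 22.2 in wildtype and hypomorphic ganglia.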

Consistent with observed phenotypes, a subset of cell cycle-related genes were activated by ISL1 at early developmental stages but failed to downregulate in *Isl1* hypomorphic sympathetic neurons at later developmental stages. 

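Of the 96 genes on the S phase and G2/M phase lists, 94 were lower in *Isl1* CKO ganglia at E11.5, and all 94 were higher in hypomorphic ganglia at E14.5 (100%, Wilson 95% interval 96.1% to 100%). Random lists of genes lower at E11.5, matched on mean expression, had between 39.4% and 58.5% of genes higher at E14.5, and the share was 49.9% for all 6038 genes that were lower at E11.5. The 2 remaining genes of the lists were higher at E11.5 and lower at E14.5. Past the 1.5-fold threshold were 68 genes at E11.5, 18 at E14.5 and 17 at both. Across the 96 genes, which are not independent replicates, the log2 ratios of the 2 stages had a Spearman correlation of -0.45. Among the study's own calls from cuffdiff in the authors' deposited table, 100 genes were lower at E11.5 and higher at E14.5, against 17.1 expected (odds ratio 9.05, Fisher's exact test across genes, two-sided, p = 3.37e-50, adjusted 1.35e-49), and 47 of these are on the cell cycle lists or on the study's own lists of nuclear division, DNA replication, and DNA damage genes. *Mki67* had 41.7 FPKM in wildtype and 60.3 in hypomorphic ganglia, *Rrm2* 54.4 and 89.3, and *Foxm1* 18.3 and 24.1, whereas *Ccnd1* differed little at E14.5 (782 and 809). From the opposite changes at the 2 stages, the paper proposes that sympathetic neurons need ISL1 in distinct ways over time. Stage and mutant change together here, with a neural crest knockout at E11.5 and a hypomorph at E14.5. These values therefore cannot tell a difference between stages from a difference between mutants.

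**Figure D2:**
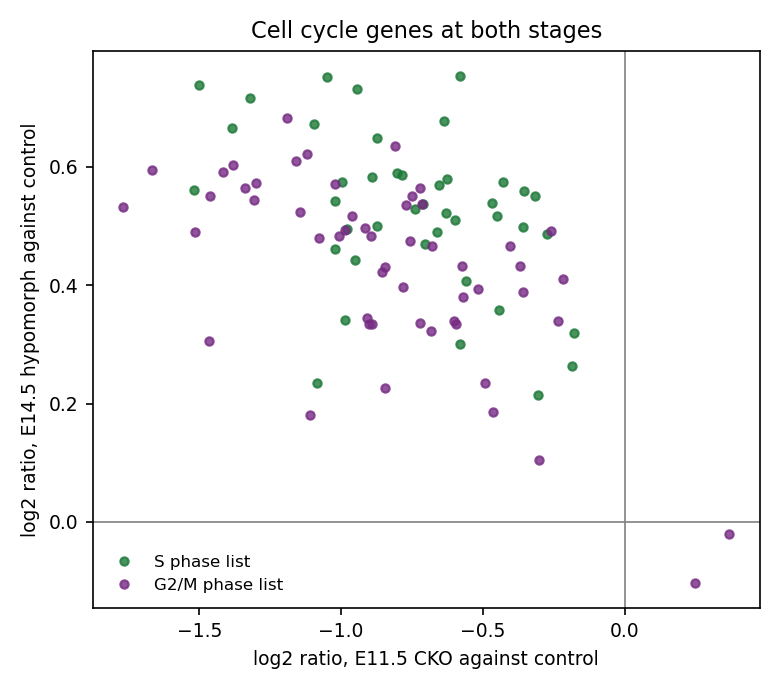
Log2 ratio of FPKM (mutant over control) of the 96 S phase (green) and G2/M phase (purple) genes at E11.5 (x axis) and E14.5 (y axis), 1 point per gene. The mutant is *Isl1* CKO at E11.5 and hypomorphic at E14.5. The 94 genes left of 0 on the x axis all lie above 0 on the y axis, and the other two lie right of 0 and below 0.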

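In the opposite order, 24 genes were called by cuffdiff in the authors' deposited table as higher in *Isl1* CKO and lower in hypomorphic ganglia, against 17.1 expected (odds ratio 1.45, Fisher's exact test across genes, two-sided, p = 0.101, unchanged by Benjamini-Hochberg adjustment over the 4 combinations of directions). *Nxph1* (chromosome 6, from 8898431 to 9199032 in mm9) rose from 3.36 to 9.35 FPKM at E11.5 and fell from 8.45 to 1.44 at E14.5. *C1ql1* rose from 15.9 to 44.1 FPKM and fell from 31.7 to 15.2, and *Ablim1* rose from 7.04 to 20.9 and fell from 19.9 to 10.8. *Chgb* had 314 FPKM in wildtype and 169 in hypomorphic ganglia at the later stage.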

Another subset of genes involved in protein secretion and nervous system development were repressed early but activated later by ISL1 during sympathetic neuron development (Supplementary Figure 4). These results suggested a distinct temporal requirement for ISL1 during sympathetic neuron development.

### ISL1 is required for diversification of noradrenergic and cholinergic sympathetic neurons

RNA-seq and GSEA analyses revealed downregulation of a gene set representing noradrenergic differentiation, but upregulation of a gene set representing cholinergic differentiation in *Isl1* hypomorphic sympathetic neurons (Fig. 7a, b; Supplementary Table 3). These included cholinergic genes (*Ret, Tlx3, Sst*, and *Vip*) and noradrenergic genes (*Hmx1, Lmo1*, *Ntrk1*, and *TH*)^19^. 

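The genes of Supplementary Table 3 went both ways in the E14.5 libraries. Of 40 noradrenergic genes with values, 21 were lower and 19 higher in hypomorphic ganglia, with a median log2 ratio of -0.01 (95% bootstrap interval -0.20 to 0.13) at percentile 47.1 of matched random lists. It was 0.02 when FPKM was rescaled without erythroid genes, where the median of all genes was 0.03. Of 42 cholinergic genes, 20 were lower and 22 higher, with a median of 0.02 (-0.08 to 0.18) at percentile 71.9. The lists stood apart in their most changed genes. A weighted running-sum enrichment score, which was added after these medians had been seen, was -0.62 for the noradrenergic list (normalized score -1.94), and 0% of the 355 random lists with a negative score were as low. For the cholinergic list it was 0.59 (normalized score 1.44), and 19.3% of the 618 random lists with a positive score were as high.

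**Figure D3:**
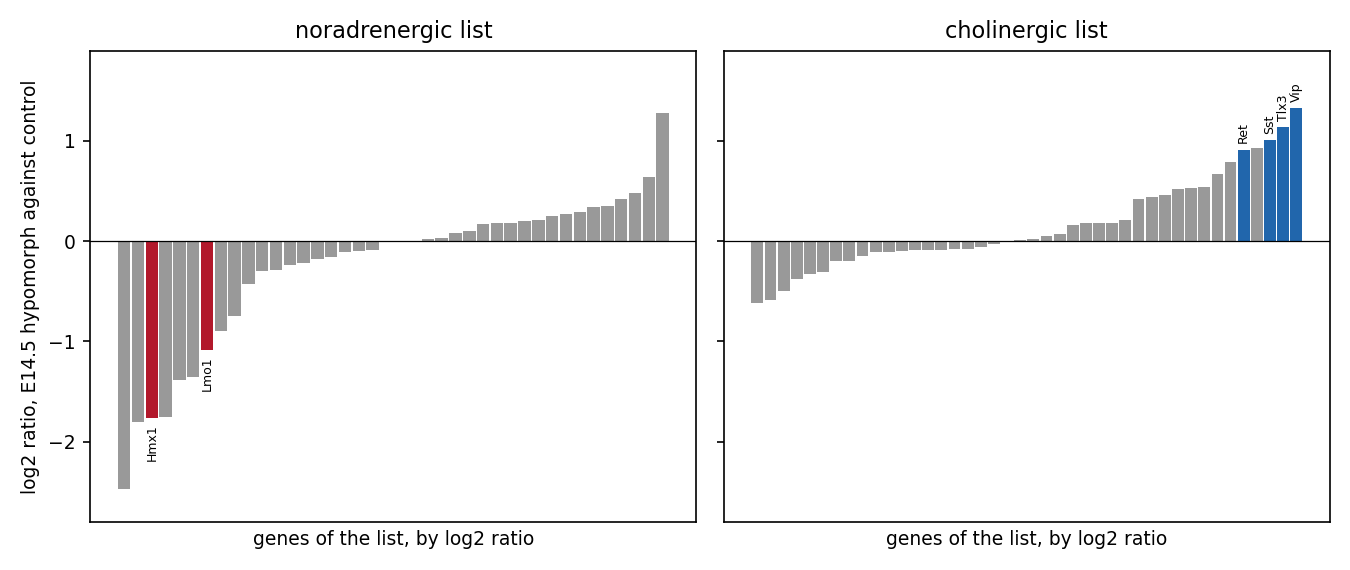
Log2 ratio of FPKM (hypomorphic over wildtype) at E14.5 for the genes of the noradrenergic list (left) and of the cholinergic list (right), 1 bar per gene in order of its log2 ratio. The coloured bars are *Hmx1* and *Lmo1* on the left, between -1.76 and -1.08, and *Ret*, *Sst*, *Tlx3*, and *Vip* on the right, between 0.91 and 1.32.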

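Among the cholinergic genes, *Ret* (chromosome 6, from 118101766 to 118147762 in mm9) had 68.8 FPKM in wildtype and 129.8 in hypomorphic ganglia at E14.5, *Tlx3* (chromosome 11, from 33100752 to 33103588) 32.8 and 72.3, *Sst* 74.9 and 151, and *Vip* 18.0 and 45.3. Their cuffdiff p-values in the authors' deposited table were all 5e-05, the smallest value it lists, or 0.0052 after Benjamini-Hochberg adjustment over all genes. *Slc18a3* (*Vacht*), *Chat*, and *Ntrk3* changed less. *Slc18a3* fell from 32.0 to 25.5 FPKM with a cuffdiff p-value of 0.0423 in the authors' deposited table and 0.528 after adjustment, *Chat* was low in both genotypes (1.64 and 1.41 FPKM), and *Ntrk3* had 16.0 and 18.3. Among the noradrenergic genes, *Hmx1* (chromosome 5, from 35731507 to 35742379) fell from 366 to 108 FPKM, a log2 ratio of -1.76. *Th* had 279.6 FPKM in wildtype and 207 in hypomorphic ganglia, a log2 ratio of -0.43 below the 1.5-fold threshold, with a cuffdiff p-value of 0.0039 in the authors' deposited table and 0.119 after adjustment. From these genes, with qPCR, in situ hybridization, and immunostaining, the paper proposes that reduced ISL1 leaves a cholinergic program unrepressed and a noradrenergic program unmaintained.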

Alterations in their expression were confirmed by qPCR, in situ and immunostaining (Fig. 7c–r). At E14.5 and E17.5, *Tlx3, Vip*, and *Sst* were upregulated, but *Hmx1, Lmo1*, and *Ntrk1* were downregulated in *Isl1* hypomorphic sympathetic ganglia. Ret expression was transiently upregulated at E14.5, but back to normal level at E17.5, whereas expression of *Ntrk3, Chat*, and *Vacht* was relatively normal at E14.5 but became upregulated at E17.5. Conversely, *TH* expression was unchanged at E14.5, but downregulated at E17.5. These data suggested that reduced ISL1 led to a failure both in repression of a cholinergic gene program and in maintenance of a noradrenergic program.

**Fig. 7:**
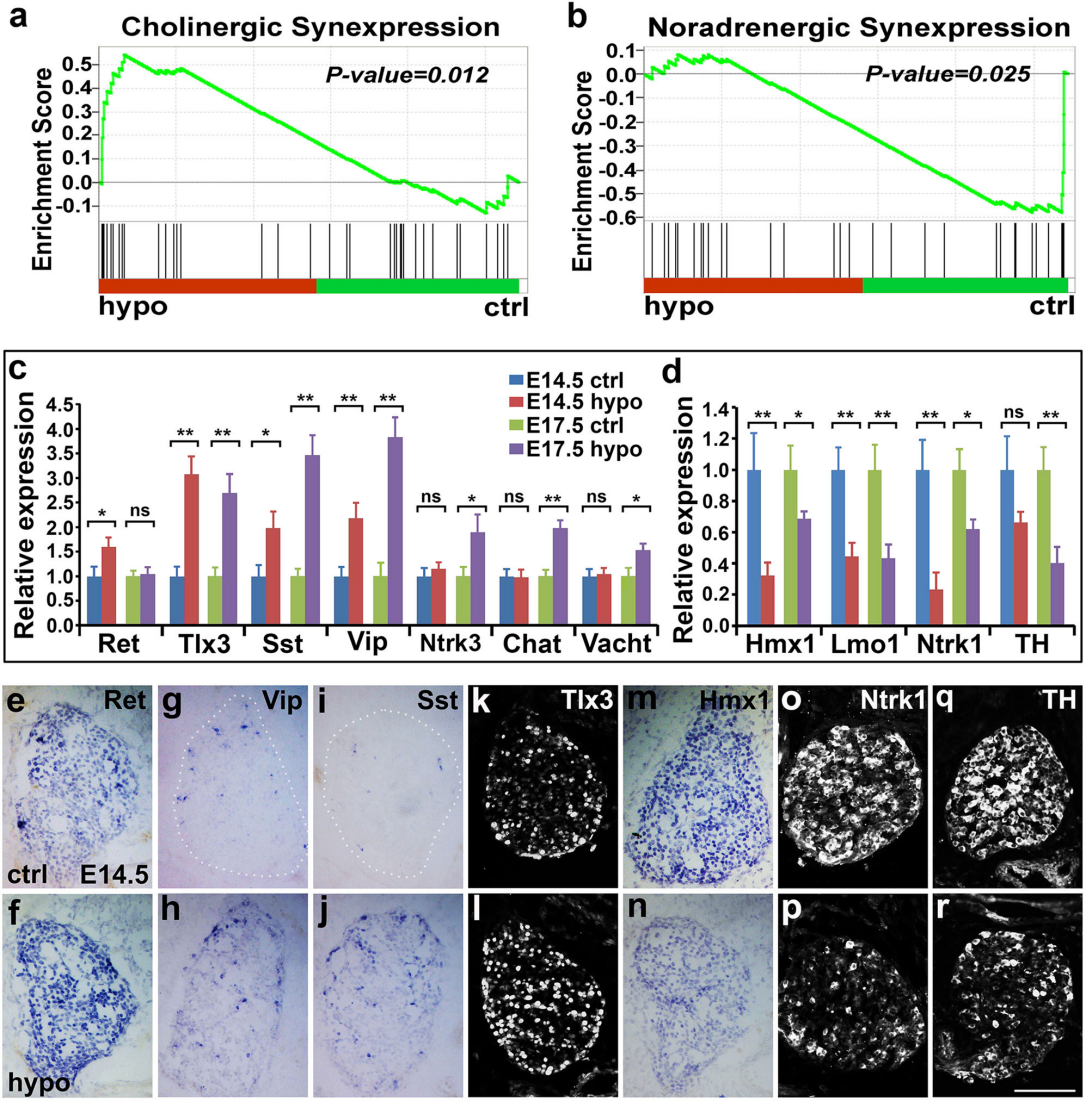
Decreased noradrenergic and increased cholinergic traits in *Isl1* hypomorphic mutant embryos. **a**, **b** GSEA showing downregulation of a gene set representing noradrenergic differentiation, but upregulation of a gene set representing cholinergic differentiation in *Isl1* hypomorphic sympathetic ganglia. Normalized enrichment scores (NESs) and *p*-values are shown. **c**, **d** qPCR showing relative mRNA expression of noradrenergic and cholinergic neuron genes in *Isl1* hypomorphic and control sympathetic ganglia at E14.5 and E17.5. Error bars represent the s.d., *n* = 3, two-tailed *t*-test. **e**–**r** Verification of selected genes associated with cholinergic neurons (*Ret, Vip, Sst, Tlx3*) and noradrenergic neurons (*Hmx1, Ntrk1, TH*) by in situ hybridization (**e**–**j**, **m**, **n**) and immunostaining (**k**, **l**, **o**–**r**) in E14.5 control and *Isl1* hypomorphic sympathetic ganglia. Scale bar, 100 µm, ns = not significant, * *p* < 0.05, or ** *p* < 0.01

### ISL1 directly regulates a number of genes required for sympathetic development

To gain an insight into the direct downstream targets of ISL1 in sympathetic neurons, we performed ISL1 ChIP-seq analyses on E12.5–14.5 sympathetic ganglia. Analyses of these data revealed 3031 ChIP-seq peaks for ISL1, which also contained other motifs for Phox2a, Nkx6.1, Lhx3, Nanog, and Gata3 (Fig. 8a, b; Supplementary Table 4 and 5). Spatial annotation of ISL1 binding sites revealed 2046 potential ISL1 targets, including those involved in neuron differentiation and axonogenesis (Fig. 8c, Supplementary Figure 5a and Table 4). 

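The RNA-seq values of the genes listed in Supplementary Tables 6 and 7 were read from the libraries of both stages. All 71 genes listed as downregulated targets were at least 1.5-fold lower in *Isl1* CKO ganglia (median log2 ratio -1.47), and all 59 listed as upregulated were at least 1.5-fold higher (median 1.45). In hypomorphic ganglia, all 86 and 100 listed genes changed in the stated direction, with medians of -0.58 and 0.50, and 41 and 34 of them passed 1.5-fold. The count past the threshold at E14.5 was 75 in all. Among the alternatives that kept the 1.5-fold threshold, it moved most with a pseudocount of 1, to 48. Other fold thresholds were not applied to this count. The smallest changes among the listed genes at E14.5 were -0.30 and 0.29 on the log2 scale, so a lower threshold would raise it. Since the study selected these genes by their change in the same libraries, their direction is given by the selection. The binding data were not used here.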

Intersection of ChIP-seq data with RNA-seq data from *Isl1* CKO and hypomorphic mutants revealed 130 (71 downregulated, 59 upregulated) and 186 (86 downregulated, 100 upregulated) genes that were directly regulated by ISL1 during early and later sympathetic development, respectively (Fig. 8d, g; Supplementary Table 6 and 7). For direct targets of ISL1 downregulated in E12 *Isl1* CKO mutants, over-represented categories included neurotransmission and cell–cell signaling, whereas upregulated targets of ISL1 were involved in, e.g., cell adhesion and signal transduction (Fig. 8e, f; Supplementary Table 6). Similarly, for direct targets of ISL1 downregulated in E14.5 *Isl1* hypomorphic mutants, over-represented categories included neuron differentiation and axonogenesis. For upregulated targets of ISL1, categories such as cell morphogenesis, neuron differentiation, and cell proliferation were prominent (Fig. 8h, i; Supplementary Table 7).

**Fig. 8:**
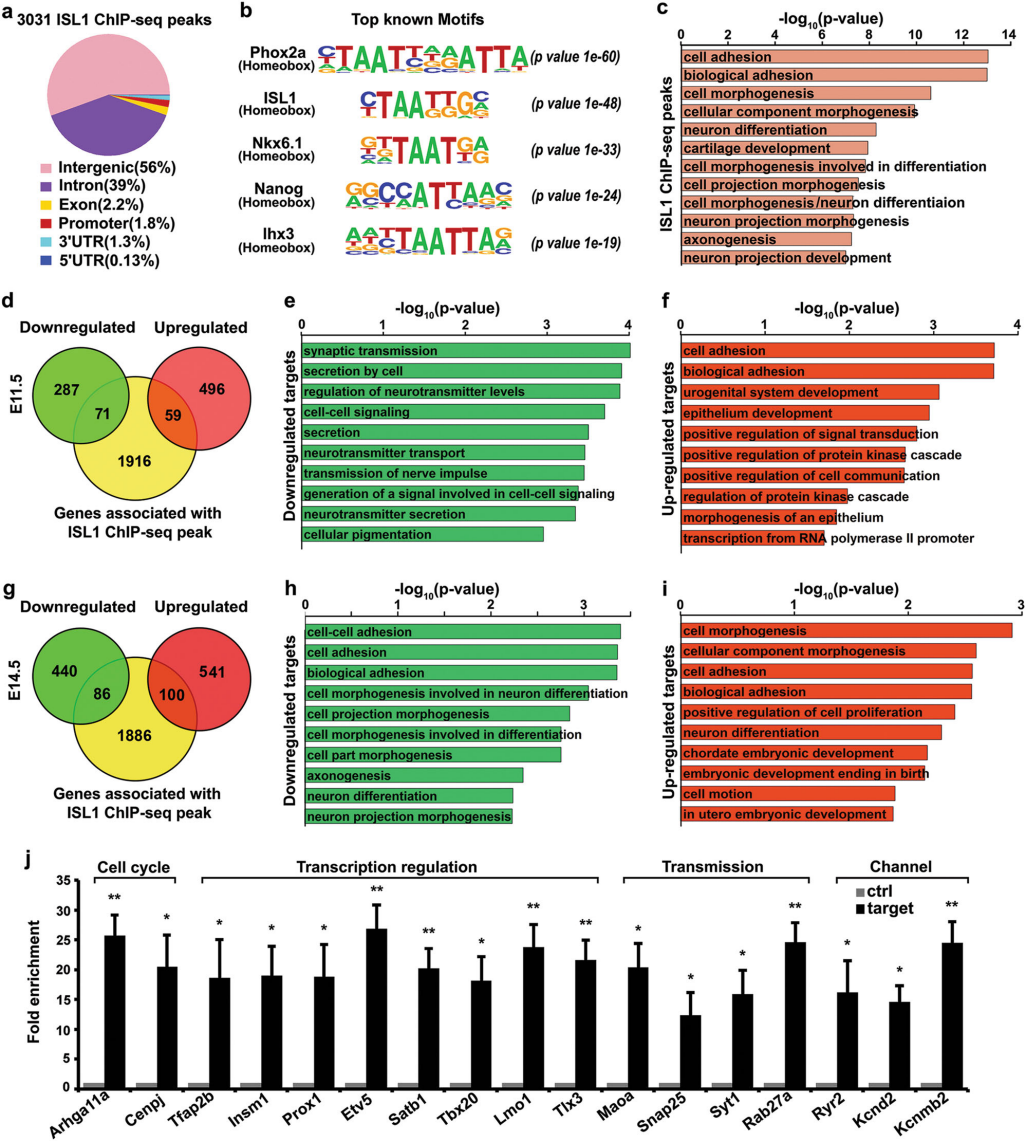
ISL1 directly regulates a number of genes required for sympathetic neuron development. **a** ChIP-seq ISL1-binding regions were mapped relative to their nearest transcription start site (TSS). Annotation includes whether a peak is in the TSS, transcription termination site, exon, 5ʹUTR, 3ʹUTR, intronic, or intergenic. **b** Top motifs enriched in the vicinity of ISL1-binding sites. **c** GO functional clustering of genes associated with ISL1 ChIP-seq peaks. **d** Overlay of ChIP-seq data and RNA-seq results from E11.5 *Isl1* CKO sympathetic ganglia revealed 71 downregulated and 59 upregulated genes as potential direct targets of ISL1 in sympathetic neurons; *p* = 1.56 × 10^−7^, Fisher’s exact test. **e**, **f** GO functional clustering of these genes bound by ISL1 and downregulated (**e**) or upregulated (**f**) in E11.5 *Isl1* CKO sympathetic neurons. **g** Intersection of ChIP-seq data and RNA-seq results from E14.5 *Isl1* hypomorphic sympathetic ganglia revealed 86 downregulated and 100 upregulated genes as potential direct targets of ISL1 in sympathetic neurons; *p* = 4.6 × 10^−13^, Fisher’s exact test. **h**, **i** GO functional clustering of these genes bound by ISL1 and dysregulated in E14.5 *Isl1* hypomorphic sympathetic neurons. **j** ChIP-qPCR validation of ISL1 binding at selected targets in E12.5–E14.5 sympathetic neurons, including those genes involved in the cell cycle, transcription regulation, neurotransmission, and ion channels. Error bars represent the s.d., *n* = 3, two-tailed *t*-test. *p < 0.05, or ** *p* < 0.01

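Of the targets listed for E11.5, *Lin28b* (chromosome 10, from 45096426 to 45206201 in mm9) fell from 7.98 FPKM in control to 2.17 in *Isl1* CKO ganglia, a log2 ratio of -1.83. *Tlx3* fell from 49.5 to 16.9 FPKM. The log2 ratio was -1.29 for *Gata3* (chromosome 2, from 9778705 to 9811661), -1.25 for *Insm1*, -1.10 for *Plxna4*, and -1.47 for *Snap25*. After Benjamini-Hochberg adjustment of cuffdiff's p-values over all genes of the authors' deposited table, these 6 genes had values between 0.158 (*Tlx3*) and 0.717 (*Plxna4*).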

A close examination of direct targets of ISL1 downregulated in *Isl1* CKO revealed a number of genes essential for sympathetic neuron development (e.g., *Gata3, Insm1, Tlx3, Lin28b*), axon growth, and neurotransmission (e.g., *Bmpr1b, Plxna4, Snap25*). Similarly, many direct targets of ISL1 downregulated in *Isl1* hypomorphic sympathetic ganglia were involved in neuronal differentiation (e.g., *Tbx20, Etv5, Phox2a*) and neurotransmission (e.g., *Ryr2, Kcnd2, Kcnmb2*). 

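In the E14.5 libraries, *Tbx20* (chromosome 9, from 24527648 to 24578746 in mm9) fell from 24.6 FPKM in wildtype to 7.20 in hypomorphic ganglia (log2 ratio -1.76). *Phox2a* (chromosome 7, from 108966827 to 108971680) fell from 553 to 360.1 FPKM and *Etv5* from 7.17 to 4.63, which were -0.62 and -0.62 on the log2 scale. *Ryr2* had 21.3 and 13.0 FPKM and *Kcnd2* 10.4 and 5.37. *Etv5* had the highest cuffdiff p-value of the 6 named genes in the authors' deposited table (0.0015), or 0.0631 after Benjamini-Hochberg adjustment over all genes.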

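Of the 41 genes listed as common targets in Supplementary Table 8, 40 were on the target lists of both stages, and *Diap3* was not on both. In the RNA-seq libraries, 15 of the 41 were lower in *Isl1* CKO and in hypomorphic ganglia, 20 were lower and then higher, 4 higher and then lower, and 2 higher at both stages. *Lmo1* fell from 43.2 to 4.23 FPKM at E11.5 and from 65.6 to 30.9 at E14.5. *Egln3* had 123 FPKM in wildtype and 72.5 in hypomorphic ganglia at E14.5, and *Tbx20* 7.90 in control and 4.03 in CKO ganglia at E11.5, with a cuffdiff p-value of 0.0481 for the latter in the authors' deposited table. The table lists 1 ChIP-seq peak for each gene. By the mm9 positions of the annotation, 20 of these peaks lay inside their gene and 20 outside it, at a median distance of 55083 bp from the start of the gene and at most 648706 bp, and 1 gene had no single position.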

Intersection of direct targets of ISL1 found in *Isl1* CKO and hypomorphic mutants revealed 41 common targets of ISL1, many of which, e.g., *Lmo1, Egln3, Tbx20*, were positively regulated by ISL1 at both early and late stages (Supplementary Table 8). However, several direct targets of ISL1, such as *Prox1, Tlx3*, and several cell cycle genes, were downregulated in *Isl1* CKO during early development, but upregulated in *Isl1* hypomorphic mutants during later development (Supplementary Table 8). 

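*Prox1* (chromosome 1, from 191945660 to 191994559 in mm9) had 32.6 FPKM in control and 6.60 in *Isl1* CKO ganglia at E11.5, and 24.8 in wildtype and 37.7 in hypomorphic ganglia at E14.5. The log2 ratio of *Tlx3* was -1.54 and then 1.14. *Shox2* was another such target, with 21.5 and 4.05 FPKM at E11.5 and 26.8 and 51.3 at E14.5. Of the cell cycle genes among the common targets, *Cenpj* had 9.05 and 3.14 FPKM at E11.5 and 4.96 and 6.43 at E14.5, and *Arhgap11a* 40.1 and 16.1 and then 20.0 and 26.7. From targets that fell in one mutant and rose in the other, the paper proposes that ISL1 acts as an activator or a repressor depending on context.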

Selected targets of ISL1 were verified by ChIP-qPCR, and genome browser views of representative common targets of ISL1 were shown (Fig. 8j and Supplementary Figure 5b).

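In E11.5 *Isl1* CKO ganglia, *Alk* (chromosome 17, from 72218782 to 72953049 in mm9) had 7.80 FPKM in control and 3.93 in CKO libraries, with a cuffdiff p-value of 0.0372 in the authors' deposited table and 0.681 after Benjamini-Hochberg adjustment over all genes. *Lmo1* and *Prox1* fell further, with log2 ratios of -3.32 and -2.29, and were under 0.05 after the same adjustment (0.025 and 0.0147 from cuffdiff in the authors' deposited table). *Alk* had 19.0 and 17.2 FPKM in wildtype and hypomorphic ganglia at E14.5.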

Notably, a number of targets of ISL1 downregulated in *Isl1* CKO mutants were implicated in neuroblastoma pathogenesis^20–23^, including *Lmo1, Gata3, Prox1, Lin28b*, and *Alk*. We found that ISL1 binds to an evolutionary conserved region within the first intron of *Lmo1* (mm9:chr7:116289070-116289656) in mouse sympathetic neurons that, by whole-genome alignment, overlaps with the super-enhancer of LMO1 identified in human neuroblastoma^20^.

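In the annotation of the mm9 build, *Lmo1* (ENSMUSG00000036111) lies on the minus strand of chromosome 7 from 116282086 to 116313822, spans 31737 bp, and has 4 exons. Exon 1 runs from 116313497 to 116313822 and exon 2 from 116286970 to 116287183, so that the peak, listed in Supplementary Table 8 from 116289071 to 116289656, lies in intron 1 at 24459 bp from the start of the gene.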

## Discussion

### Distinct temporal requirements for ISL1 in sympathetic neuron proliferation and differentiation during sympathetic neuron development

Sympathetic neurons continue to proliferate after the acquisition of pan-neuronal and noradrenergic properties^5^. From E14.5 onward, a majority of sympathetic neurons undergo cell cycle withdrawal and terminal differentiation and maturation; however, the mechanisms underlying these temporal events remain largely unknown. At early developmental stages, ablation of *Isl1* resulted in reduced sympathetic neuron proliferation and reduced expression of cell cycle genes, including *Ccnd1* and *Foxm1*. Expression of a number of transcription factors critical for sympathetic neuron proliferation was also downregulated in *Isl1* CKO mutants^24–27^, including Gata3, Insm1, and Prox1. Although mechanisms by which these transcription factors control sympathetic neuron proliferation are unclear, these data suggest that ISL1 may regulate sympathetic neuron proliferation by controlling cell cycle gene expression.

Differentiation of noradrenergic and pan-neuronal phenotypes is controlled by an early gene regulatory network^3^, including *Mash1*, *Phox2b/2a*, *Hand2*, *Gata2/3*, and *Insm1*. We found that ISL1 is downstream of Phox2b, but upstream of Gata2/3, Insm1/2, and Hand1. 

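*Hand2* (chromosome 8, from 59799780 to 59803314 in mm9) had 298 FPKM in control and 193 in E11.5 *Isl1* CKO ganglia, a log2 ratio of -0.62, with a cuffdiff p-value of 0.299 in the authors' deposited table. This change was past 1.5-fold, but no gene had a change under 0.91 on the log2 scale and a cuffdiff p-value of 0.05 or less in the authors' deposited table for E11.5, so no change of this size reached that threshold.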

ISL1 acts parallel to Hand2, since Hand2 expression is not changed in *Isl1* CKO mutants and vice versa^28^. 

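At E11.5, *Th* (chromosome 7, from 150078657 to 150117033 in mm9) had 184 FPKM in control and 145 in *Isl1* CKO ganglia, a log2 ratio of -0.34 with a cuffdiff p-value of 0.534 in the authors' deposited table. *Dbh* (chromosome 2, from 27020753 to 27038720) had 543 and 594 FPKM, a log2 ratio of 0.13 with a cuffdiff p-value of 0.862 in the authors' deposited table. When FPKM was rescaled without erythroid genes, the ratio for *Dbh* was -0.11 and the median of all genes -0.18, so *Dbh* stayed above that median. *Ddc* and *Slc18a2*, 2 other genes of noradrenaline synthesis and storage that were chosen after values had been seen, had log2 ratios of -0.18 and -0.15. *Gch1*, also looked up after values had been seen, fell from 46.6 FPKM in control to 13.2 in CKO ganglia. Its log2 ratio of -1.82 had a cuffdiff p-value of 0.00205 in the authors' deposited table, or 0.186 after Benjamini-Hochberg adjustment over all genes. *Slc6a2* had a log2 ratio of -1.70, so not all genes linked to noradrenaline stayed level.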

ISL1 is dispensable for initial noradrenergic differentiation, since expression of TH and DBH is not altered in *Isl1* CKO mutants. But instead, ISL1 directly or indirectly regulates sets of genes essential for sympathetic neuron development, axon growth, and neurotransmission, suggesting that ISL1 is essential for generic sympathetic neuronal differentiation during early sympathetic neuron development.

Reduced *Isl1* expression in *Isl1* hypomorphic mice caused impaired sympathetic innervations, delayed cell cycle withdrawal, and reduced expression of genes involved in axon growth and neurotransmission, demonstrating a continued requirement for ISL1 in sympathetic neuron differentiation and maturation at later development stages. Analyses of ChIP-seq and RNA-seq data sets from both Isl1 CKO and hypomorphic mutants revealed ISL1 regulates common, yet distinct gene programs during early and later sympathetic neuronogenesis. *Tlx3, Prox1*, and several cell cycle-related genes were among the direct targets of ISL1 that were downregulated in *Isl1* CKO but upregulated in *Isl1* hypomorphic mutants, suggesting that ISL1 may act both as an activator and a repressor in a context-dependent manner during sympathetic neuron development. Interestingly, a comparison of ISL1 targets in different cell types (sympathetic neurons, cardiac progenitors^29^, and sinus node pacemakers^30^) revealed few, if any, common targets that could account for the observed phenotypes in each of these mutants, suggesting that the action of ISL1 is cellular context-dependent.

Molecular mechanisms of ISL1 in sympathetic neurons remain unknown. 

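In E11.5 *Isl1* CKO ganglia, *Dnmt1* (chromosome 9, from 20711650 to 20757317 in mm9) fell from 86.4 FPKM in control to 35.5 in CKO ganglia (log2 ratio -1.28), with a cuffdiff p-value of 0.0179 in the authors' deposited table. *Satb1* (chromosome 17, from 51875512 to 51972615) fell from 24.4 to 8.74 FPKM (-1.47), with a cuffdiff p-value of 0.0015 in the authors' deposited table. *Kdm6a* had 14.5 and 13.2 FPKM, a log2 ratio of -0.14 with a cuffdiff p-value of 0.759 in the authors' deposited table.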

Interestingly, ablation of Isl1 causes downregulation of a number of epigenetic regulators^29,31,32^ (Dnmt1, Kdm6a, and Satb1) critical for neuronal development. In the heart, ISL1 physically interacts with Kdm6a to promote H3K27me3 demethylation at the enhancers of target genes encoding key cardiac transcription factors^29^. It is tempting to speculate that ISL1 might regulate the expression of sympathetic developmental genes via epigenetic mechanisms.

### Essential role of ISL1 in coordination of initial neurogenesis and gliogenesis by modulating BMP and Notch signaling pathways

BMP and Notch pathways are essential for coordinating progenitor maintenance and neuronal differentiation during sympathetic nneurogenesis^6^. Ablation of *Isl1* resulted in increased Notch signaling but decreased BMP signaling. Accordingly, genes associated with NC and glial progenitors were significantly upregulated, suggesting that during initial sympathetic neurogenesis, ISL1 is required for coordination of lineage differentiation of sympathetic neurons and glia by modulating BMP and Notch pathways. Interestingly, previous studies have revealed a role of ISL1 in cell fate specification and determination in sensory neurons of the dorsal root ganglion and spinal motor neurons. Ablation of *Isl1* in NC cells leads to reduced expression of genes essential for nociceptive neuron differentiation, but a failure in developmental downregulation of genes characteristic of sensory progenitors^15^. In spinal motor neurons, reduced *Isl1* expression leads to conversion of motor neurons to V2 interneurons, although underlying mechanism remains unknown^18^.

### ISL1 is required for diversification of noradrenergic and cholinergic sympathetic neurons

Segregation of initially bimodal sympathetic neurons into noradrenergic and cholinergic neurons occurs later during development and involves antagonistic actions between pro-cholinergic (*Ntrk3*/Ret/Tlx3) and pro-noradrenergic (*Hmx1*/*Ntrk1*) factors^13,14^. In *Isl1* hypomorphic sympathetic ganglia, we observed significantly reduced expression of genes essential for noradrenergic differentiation (e.g., *Hmx1, Lmo1, Ntrk1*, *TH*), but increased expression of genes essential for cholinergic differentiation (*Ret, Tlx3, Sst, Vip, Ntrk3, Chat*, *Vacht*), demonstrating that ISL1 is required for repression of cholinergic characteristics and maintenance of noradrenergic characteristics during later developmental stages. Previous studies have shown that, in forebrain and spinal cholinergic motor neurons, ISL1, complexed with LHX3 or LHX8, directly binds to and activates the expression of genes of cholinergic traits^33^. However, we did not find direct binding of ISL1 to the enhancers/promoters of *Chat*, *Vacht*, or other cholinergic genes.

### ISL1 and neuroblastoma

Neuroblastoma is an aggressive pediatric tumor arising from developing sympathetic neurons. ISL1 is overexpressed in most types of neuroblastoma, particularly in poorly differentiated neuroblastomas that indicates a poor prognosis^34,35^. ISL1 is also a minimal residual disease marker of neuroblastoma^34^. However, the role of ISL1 in neuroblastoma tumorigenesis is unknown. 

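Among genes linked to neuroblastoma, *Tfap2b* had a log2 ratio of -2.59 in E11.5 *Isl1* CKO ganglia and *Foxm1* -1.22, and *Ccnd1* had -2.75. *Casz1* (chromosome 4, from 148178538 to 148328998 in mm9) had 4.10 FPKM in control and 4.40 in CKO ganglia, with a cuffdiff p-value of 0.839 in the authors' deposited table, and its log2 ratio of 0.10 became -0.13 when FPKM was rescaled without erythroid genes, above the median of all genes under either scaling (0.05 and -0.18). At E14.5 it fell from 23.8 to 10.8 FPKM in hypomorphic ganglia, with a cuffdiff p-value of 5e-05 in the authors' deposited table.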

We found that a number of genes implicated in neuroblastoma pathogenesis are downstream of ISL1 (e.g., *Lmo1, Ccnd1*, *Tfap2b*, *Prox1*, *Casz1*, *Foxm1*, *Lin28b*, *Ccnd1*, and *Alk*)^20–23,34,36–38^, many of which are direct targets of ISL1. Notably, LMO1 is a neuroblastoma oncogene associated with more proliferative and aggressive phenotype^39^. A polymorphism within a super-enhancer in the first intron of LMO1 that preserves an evolutionarily conserved GATA factor binding motif predisposes to neuroblastoma. Knockdown of GATA3 results in decreased LMO1 expression and suppression of neuroblastoma cell growth^20^. We found that ISL1 binds to an evolutionary conserved region within the first intron of *Lmo1* (chr7:116289070-116289656) in mouse sympathetic neurons that overlaps with the super-enhancer of LMO1 identified in human neuroblastoma, suggesting co-regulation of LMO1 expression by ISL1 and GATA3 and a potential role of ISL1 in controlling neuroblastoma cell proliferation.

Taken together, our study uncovered a temporal requirement for ISL1 during sympathetic neurogenesis (Supplementary Figure 6), and implicated *Isl1* as a candidate gene for neuroblastoma.

## Materials and methods

### Transgenic mice

Generation of *Wnt1-Cre*;*Isl1*^f/f^ and *Isl1* hypomorphic mice(*Isl1*^*f-neo/f-neo*^) have been reported previously^18^. To facilitate the visualization and lineage tracing of sympathetic neurons, *Isl1*^f/f^ mice were crossed onto a *Rosa26-LacZ* or -*Tomato* reporter background^40^. All the experiments involving mice were carried out in accordance with protocols approved by the Animal Committee of Tongji University School of Medicine (TJmed-010-10).

### In situ hybridization, immunostaining, and X-gal staining

In situ hybridization, immunostaining, and X-gal staining were performed as described^30^. Fragments amplified from mouse cDNA were used to generate the RNA probes for *Insm2, Tlx3, Tfap2b, Hand1*, and *Lmo1*. Riboprobe for mouse *Vip, Sst*, and *Ret* were kindly provided by Dr. Leping Cheng (Chinese Academy of Sciences). For BrdU staining, pregnant mice were injected with 300 μl of BrdU (100 μg/g body weight, Sigma). For cell counting, sections of sympathetic ganglia of the appropriate developmental stages were cut at 10 μm, every fourth section was stained, and positive cells were counted. For proliferation, the total number of BrdU+ sympathetic neurons (Phox2b+) were counted and expressed as percentage of total Phox2b+ neurons. For cell death assay, the total number of Casp-3+ neurons (Tomato+) were counted and expressed as percentage of total Tomato+ neurons. At least 5–8 matched sections were analyzed and three samples per genotype per time point were analyzed. Detailed information of antibodies is available in the Supplementary material.

### Sympathetic ganglion dissection and culture

Sympathetic ganglia were dissected from E11.5–12 embryos of genotype *Wnt1-Cre;Isl1*^*f/f*^ (CKO) and *Wnt1-Cre;Isl1*^*+/+*^ (ctrl) with *Rosa26-tdTomato* reporter background. SCGs of E12 *Isl1* CKO and control embryos on *Rosa-tdTomato* background were cultured in matrigel (BD Biosciences) in media containing NGF (20 ng/ml) and NT3 (20 ng/ml). Detailed protocol of sympathetic ganglion dissection and culture are available in the Supplementary material.

### RNA-seq and ChIP-seq data analysis

RNA-seq analyses with two biological repeats were performed as described^30^. ChIP-seq was performed as previously described^41^. The complete RNA-seq and ChIP-seq data sets are available from the Gene Expressing Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE93308. For experimental and data analysis details, see the Online Data Supplement.

### Statistical analysis

All experiments were performed for at least three independent times and respective data were used for statistical analyses. Data were presented as mean ± s.d., and a two-tailed *t*-test was used for two-group comparisons. Differences were considered statistically significant at a value of *p* ≤ 0.05*, *p* ≤ 0.01**. For experimental details, see the online Supplementary material.

## Electronic supplementary material

Supplementary methods, Figure and Table Legends

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary figure 6

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Supplementary Table 9

# Supplementary material for: Temporal requirements for ISL1 in sympathetic neuron proliferation, differentiation, and diversification
**Source:** Cell Death Dis. 2018 Feb 14;9(2):247. doi: 10.1038/s41419-018-0283-9
**Supplement:** Supplementary file 1 — Supplementary methods, Figure and Table Legends

**Supplementary Information**

**Antibodies**

The following primary antibodies were used: mouse anti-ISL1/2 (39.4D5, DSHB), rabbit anti-ISL1 (ab20670, Abcam), rabbit anti-ISL1 (ab109517, Abcam), rat anti-BrdU (ab6326, Abcam), rabbit anti-TH (ab152, Millipore), rabbit anti-Casp-3 (9662, Cell Signal), goat anti-Sox10 (sc-17343, Santa Cruz Biotechnology Inc), rabbit anti-MKi67 (ab16667, Abcam), rabbit anti-Ccnd1 (ab16663, Abcam), rabbit anti-Tlx3 (a generous gift from Dr. Leping Cheng), rabbit anti-TrkA (Ntrk1) and rabbit anti-Phox2b (a generous gift from Dr. Brunet JF), mouse anti-NF (2H3, DSHB) and rabbit anti-Prox1 (ab38692, Abcam). The secondary antibodies were Alexa 488 or 594 conjugated (Invitrogen).

**Sympathetic ganglion dissection**

Sympathetic ganglia were dissected from E11.5-12 embryos of genotype *Wnt1-Cre;Isl1^f/f^* (CKO) and *Wnt1-Cre;Isl1^+/+^* (ctrl) with *Rosa26-tdTomato* reporter background. The presence of *tdTomato* reporter allele allowed embryos expressing Wnt1-Cre to be visually genotyped under the fluorescence microscope and only red fluorescent (*Tomato*+) embryos were used for dissection. To dissect *Isl1* CKO mutants, *Tomato*+ embryos were kept individually in 24-well plate and pooled after genotyping. Embryos were cut open the chest and abdominal cavity, and the internal organs were removed under a dissecting microscope to expose the sympathetic ganglia/chain (including superior cervical ganglia and stellate ganglia). The sympathetic chain or individual ganglion was carefully dissected under the fluorescence microscope and collected individually in a 24-well plate with DEPC-PBS. To our experience, E11.5-12 are the earliest stages at which sympathetic ganglia/chain are clearly visible (red fluorescent) and can be dissected under the fluorescence microscope. The ganglia were transferred to a 35 cm dish with DEPC-PBS, re-examined under the fluorescence microscope, and contaminating tissues (non-fluorescent) were cleaned. Similarly, sympathetic ganglia from E14.5 and E17.5 wildtype embryos were dissected under a dissecting microscope and collected individually in a 24-well plate with DEPC-PBS, and pooled after genotyping.

**Sympathetic ganglion culture**

SCGs of E12 *Isl1* CKO and control embryos on Rosa-tdTomato background were cultured in matrigel (BD Biosciences) in media containing NGF (20 ng/ml) and NT3 (20 ng/ml) for 48 hours. Neurite outgrowth in SCG explants was quantified by measuring the area covered by the axons of each explant relative to the area occupied by the cell bodies.

**RNA isolation and qPCR analysis**

Sympathetic ganglia were dissected from control and *Isl1* mutant embryos at desired stages. Samples from 10-20 embryos of the same genotype were pooled at the time of RNA extraction. For the qPCR analysis of E11.5-12 samples, sympathetic ganglia were digested and FACS-sorted. RNA isolation was performed using the RNeasy Micro kit (Qiagen) following the manufacturer’s instructions. cDNA synthesis was performed using SuperScript™ II Reverse Transcriptase Kit (Invitrogen, 18064014) and random primers. qPCR was performed using Power SYBR Green PCR Master Mix (Cat # 4367659, Life Technologies) and primers as listed (Supplementary Table 9). Mouse GAPDH and 18sRNA were used as internal reference genes. Relative transcript expression of control and mutant samples was calculated by the 2**^ΔΔCt^** method. Statistical significance was assessed using the 2-tailed *t* test with at least three biological replicates for each genotype.

**RNA-seq and data analysis**

RNA-seq analyses with two biological repeats were performed as described ^[1](#_ENREF_1" \o "Liang, 2015 #273)^. The complete RNA-seq datasets are available from the Gene Expressing Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE93308. Briefly, total RNA (100 ng) was incubated with Oligo(dT) magnetic beads to isolated mRNA. RNA-seq libraries were prepared with the SMARTer cDNA library construction kit (Clontech) according to manufacturer’s instructions and sequenced using Illumina HiSeqTM 2000 with paired-end sequencing at 90-bp read length (BGI). Sequencing reads were aligned to the mm9 reference genome using TopHat version 2.3.0 with default parameter setting. The uniquely mapped reads were assembled into transcripts guided by mouse reference annotation with cuffdiff version 2.2.1 to determine transcript expression values, which were normalized by FPKM (fragments per kilobase per million). 

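Both deposited tables list only genes with an FPKM of at least 1 in either genotype, and the p-values in them are cuffdiff's values before any adjustment for the number of genes. Cuffdiff's p-values in the authors' deposited tables go no lower than 5e-05. Genes with a cuffdiff p-value from 0.04 to 0.06 in the authors' deposited tables had a median change of 1.07 on the log2 scale at E11.5 and of 0.33 at E14.5, so that a p-value near the threshold stood for a larger change at the earlier stage. Adjusted values were computed from the whole column by the method of Benjamini and Hochberg.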

The differentially expressed genes were identified by FPKM ≥ 1 in either one of the two conditions, | the change of FPKM | ≥ 1.5 fold and the FDR less than 0.05 (*Isl1* CKO), or *p* < 0.05 (*Isl1* hypomorphic), which were estimated by cuffdiff. GO enrichment analysis were performed by DAVID (v6.7) gene annotation tool.

**ChIP-seq data analysis**

ChIP-seq was performed as previously described[^2^](#_ENREF_2). Briefly, sympathetic ganglia from about 40 wildtype embryos at E12.5-14.5 were digested into single cell suspension with a mixture of collagenase II (1 mg/ml) and trypsin (0.1%). Cells were cross-linked with 1% formaldehyde for 10 minutes at room temperature, and then quenched with 0.125 mM glycine. 1-5×10^5^ cross-linked cells were lysed in 0.5% SDS buffer. 100-300bp chromatin fragments were obtained after sonication with indicated condition. 5% total chromatin fragments were kept as Input. Dilute the chromatin fragments 1:5 with Sonication Equilibration Buffer (10 mM Tris-HCl, 140mM NaCl, 0.1 % Sodium Deoxycholate, 1% Triton X-100, 1 mM EDTA and 1X Protease Inhibitors EDTA free (Roche)). To immobilize the chromatin on magnetic beads, 15µl of Dynabeads Protein G coated with Histone H3 antibody (ab1791) were added to the diluted chromatin extracts and incubated for 20 hours at 4°C. Bead bound chromatins were washed 3 times with 150 µl of 10 mM Tris-HCl + 1X Protease Inhibitors EDTA free and suspended in 20 µl of the same buffer. Sequencing libraries were prepared on beads with bound chromatin by blunting, A-tailing, adaptor ligation as previously described [^2^](#_ENREF_2) using Y-shapped Indexed Adaptors (containing P5 and P7 sequences). Beads with bound and indexed chromatin were washed and incubated in Chromatin Release Buffer (250mM NaCl, 1% SDS, 1% Sodium Deoxycholate, 1X protease Inhibitors) to release the indexed chromatin, and samples concentrated using a 50Kda cutoff Centricon (Amicon). The indexed chromatins were resuspended to a final volume of 250 µl Dilution Buffer (10mM Tris-HCl pH 8, 100mM NaCl, 1mM EDTA, 1X Protease Inhibitors EDTA free), and then 50 µl of ISL1 antibody (ab109517, Abcam) coated protein G magnetic Dynabeads (Invitrogen) were added into the chromatin samples and incubated for 8 hour at 4°C. The beads were extensively washed, then eluted in 50 µl Elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA, 10 mM Tris-HCl pH 8.0). The eluate was treated sequentially with RNaseA for 30 min at 37°C, Proteinase K for two hours at 37°C and 8 hours at 65°C to revert formaldehyde crosslinking. ISL1 ChIPed DNA was purified with phenol chloroform and PCR-amplified for 15 cycles using Q5 High-Fidelity DNA Polymerase (NEB, USA). The amplified libraries were sequenced with 75 bp single-end sequencing read using Illumina Next 500. About 27.12 and 46.02 million reads were obtained for ISL1 and input samples, respectively. Reads were aligned to the mouse reference genome (mm9) using Bowtie2 without mismatch. Only uniquely mapped reads were used to peak calling for transcription factor ISL1 through MACS version 1.4.2 20120305 with *p-value* cutoff for peak detection less than 1e-4. The annotation of peaks was performed with the annotate Peaks command from HOMER (http://homer.salk.edu/homer/) based on the nearest RefSeq transcription start sites (TSSs). Enriched de novo and HOMER known motifs of ISL1-binding peaks were identified by HOMER command findMotifsGenome.pl with default parameters. ISL1 ChIP-seq reads mapped around their summits were carried by annotatePeaks.pl with bin size in 5-bp, and corresponding heat map was ordered by the intensity of binding. The intersections of ISL1-binding peaks targeted genes and differentially expressed genes for ISL1 mutation at E12 and E14.5 were performed by R package “Venn Diagram”. The visualization of ChIP-seq data was generated using the Integrative Genome Viewer IGV 2.3 (<http://www.broadinstitute.org/igv/>). The complete ChIP-seq datasets are available from the GEO database under the accession number GSE93308.

ChIP-qPCR was performed as described [^1^](#_ENREF_1).ISL1 ChIP-DNA and IgG ChIP-DNA were used as templet and primers were listed in S10 Table. The data were normalized to the negative controls with primers to sequences that are adjacent (>1-5 kb) to ISL1 binding regions but do not contain ISL1 binding motifs. At least three independent samples were analyzed.

**Supplementary References**

1. Liang X, Zhang Q, Cattaneo P, Zhuang S, Gong X, Spann NJ*, et al.* Transcription factor ISL1 is essential for pacemaker development and function. *J Clin Invest* 2015, **125**(8)**:** 3256-3268.

2. Lara-Astiaso D, Weiner A, Lorenzo-Vivas E, Zaretsky I, Jaitin DA, David E*, et al.* Immunogenetics. Chromatin state dynamics during blood formation. *Science* 2014, **345**(6199)**:** 943-949.

**Supplementary Figure Legends**

Supplementary Figure 1. Reduced sympathetic innervation of the heart and altered neurotransmitter expression in *Isl1* CKO mutants. (**a**-**d**) Wholemount TH immunostaining showing reduced sympathetic innervation of *Isl1* CKO hearts compared with control hearts at E14.5 and E17.5, n=3. Scale bar, 500µm. (**e**, **f**) qPCR revealed decreased expression of *Chga, Vip* and *Vstm2l* but increased expression of *Pyy, Chgb* and *Srgn* in *Isl1* CKO sympathetic ganglia. Error bars represent the s.d. n=3. * *p<0.05*, or ** *p<0.01*. 2-tailed *t* test.

Supplementary Figure 2. Expression of ISL1 in hypomorphic sympathetic neuron. (**a**-**d**) Immunostaining demonstrated significantly reduced expression of ISL1 in hypomorphic SCG at E11.5 and E14.5. Scale bar, 100µm. Cranial ganglia/nerves X (X), superior cervical ganglion (SCG), carotid body (CB), cochlea (CCA). (**e**) qPCR analysis revealed reduced expression of ISL1 in hypomorphic sympathetic neuron at E14.5. Error bars represent the s.d. n=3, *p=0.0067*. The asterisks represent: * *p<0.05*, or ** *p<0.01*. 2-tailed *t* test.

Supplementary Figure 3. BrdU staining in *Isl1* hypomorphic sympathetic neuron at E12.5 and E13.5. (**a**-**d**) BrdU staining in the SCG at E12.5 and E13.5. Scale bar, 50µm. (**e**) Quantitative analysis revealed no significant change of proliferation in SCG between ISL1 hypomorphic mutant and control littermates at E12.5 and E13.5. Error bars represent the s.d. n=4,  E12.5 (*p=0.45)*, E13.5 (*p=0.35*), 2-tailed *t* test.

Supplementary Figure **4.** **Temporally distinct roles of ISL1 during sympathetic development.** Intersection of the two RNA-seq datasets from *Isl1* CKO and hypomorphic mutants suggesting common and distinct temporal requirements for ISL1 during sympathetic neuron development.

Supplementary Figure 5. ChIP-seq analysis on ISL1 in sympathetic neuron. (**a**) KEGG Pathway enriched for ISL1 direct target genes. (**b**) IGV genome browser view showing three ISL1 ChIP-seq detected enhancers at key ISL1 regulated genes.

Supplementary Figure 6. The regulatory network controlling sympathetic neuron development. (**a**) A scheme depicting roles and genetic interactions of factors essential for sympathetic neuron development during early developmental stages. (**b**) A schematic representation of gene-regulatory interactions determining noradrenergic and cholinergic sympathetic subtypes during late developmental stages. Arrows show positive regulation and red lines show negative regulation.

Supplementary Table **Legends**

Supplementary Table 1. RNA-Seq analysis of differential gene expression of sympathetic neurons between control and *Isl1* CKO mutants. (A) List of all genes expressed (RPKM≥1) in sympathetic neuron at E11.5. (B) List of genes (358) downregulated in *Isl1* CKO mutant sympathetic neuron at E11.5 (Fold Change mut vs ctrl≤-1.5). (C) List of genes (555) upregulated in *Isl1* CKO mutant sympathetic neuron at E11.5 (Fold Change mut vs ctrl≥1.5).

Supplementary Table 2. RNA-seq analysis of differential gene expression of sympathetic neuron between control and *Isl1* hypomorphic mutants. (A) List of all genes expressed (RPKM≥1) in sympathetic neuron at E14.5. (B) List of genes (526) downregulated in *Isl1* hypomorphic mutant sympathetic neuron at E14.5 (*p*≤*0.05*). (C) List of genes (641) upregulated in *Isl1* hypomorphic mutant sympathetic neuron at E14.5 (*p*≤*0.05*). (D) Gene Ontology analysis of genes downregulated in *Isl1* hypo mutant sympathetic neuron. (E) Gene Ontology analysis of genes upregulated in *Isl1* hypo mutant sympathetic neuron.

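For the list of downregulated genes, the FPKM columns of Supplementary Table 2 are exchanged relative to their headings in 524 of 526 genes when compared with the deposited table of the same stage, and for the list of upregulated genes in 641 of 641. In Supplementary Table 1 the columns stand as deposited, in 358 of 358 and 552 of 555 genes. The values printed here were taken from the deposited tables.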

Supplementary Table 3. Noradrenergic and cholinergic neuron enriched genes. (A) Noradrenergic neuron enriched genes. (B) Cholinergic neuron enriched genes.

Supplementary Table 4. ChIP-seq analysis of direct targets of ISL1. (A) List of ISL1 ChIP-seq peaks significantly enriched over input (FDR threshold = 0.001; Fold over input required = 4.00). (B) Gene Ontology analysis of all genes associated with ISL1 ChIP-seq peaks.

Supplementary Table 5. **Homer known motif enrichment results**.

Supplementary Table 6. Gene Ontology analysis of direct targets of ISL1 at early sympathetic neuron developmental stage. (A) List of all genes (71) downregulated in *Isl1* CKO mutant sympathetic neuron, associated to ISL1 ChIP-seq peak. (B) List of all genes (59) upregulated in *Isl1* CKO mutant sympathetic neuron, associated to ISL1 ChIP-seq peak.(C) Gene Ontology analysis of all genes downregulated in *Isl1* CKO mutant sympathetic neuron, associated to ISL1 ChIP-seq peak.(D) Gene Ontology analysis of all genes upregulated in *Isl1* CKO mutant sympathetic neuron, associated to ISL1 ChIP-seq peak.

Supplementary Table 7. Gene Ontology analysis of direct targets of ISL1 at later sympathetic neuron developmental stage. (A) List of all genes downregulated (86) in *Isl1* hypomorphic mutant sympathetic neuron, associated to ISL1 ChIP-seq peak. (B) List of all genes (100) upregulated in *Isl1* hypomorphic mutant sympathetic neuron, associated to ISL1 ChIP-seq peak.(C) Gene Ontology analysis of all genes downregulated in *Isl1* hypomorphic mutant sympathetic neuron, associated to ISL1 ChIP-seq peak.(D) Gene Ontology analysis of all genes upregulated in *Isl1* hypomorphic mutant sympathetic neuron, associated to ISL1 ChIP-seq peak.

Supplementary Table 8**. List of common direct target genes in both E11.5 and E14.5 sympathetic neuron.**

Supplementary Table 9. Primers used in the study. (A) qRT-PCR primers. (B) ChIP-qPCR primers.

How the deposited data were processed for this re-analysis (not part of the article)

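RNA-seq was compared in dissected sympathetic ganglia at 2 stages, with *Isl1* CKO against control embryos at E11.5 and *Isl1* hypomorphic against wildtype embryos at E14.5, and with 2 libraries per genotype. Each library came from pooled ganglia of 10 or more embryos, and the labels give neither sex nor batch. The authors prepared cDNA from polyA RNA, aligned the reads to mm9 with TopHat and ran cuffdiff 2.2.1. The FPKM values were made by the authors with cuffdiff, which combined the 2 libraries of a genotype into 1 value and, as deposited, left out genes under an FPKM of 1 in both genotypes. The log2 fold changes were computed by the authors with cuffdiff, as mutant over control, and equal the ratio of the FPKM columns except for 1 gene per stage (*Kcnh8*) and for genes listed at 0. The p-values were computed by the authors with cuffdiff and deposited without adjustment for the number of genes.

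The deposited tables held 13506 genes at E11.5 and 13413 at E14.5, of which 22 and 23 carry a spreadsheet date in place of a symbol. They hold 0 mitochondrial genes and 286 small RNA genes each. Control ganglia were listed at 0 for 56 genes and CKO ganglia for 103 genes at E11.5, of which 55 and 101 were small RNA genes. The tables give no read numbers, so no depth per library and no precision could be stated, and no test of differences between genotypes was made here. The p-values printed are cuffdiff's, from the authors' deposited tables, and their Benjamini-Hochberg adjustment over all genes of a table or over a list was computed here.

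Changes were computed as log2 ratios of FPKM with a pseudocount of 0.1. Genes with an FPKM of 1 or more in either genotype were kept, which removed 0 genes, and a change of 1.5-fold was counted. The median log2 ratio of a list was given with a 95% bootstrap interval from 2000 draws of its genes and with its percentile among 10000 random lists of the same size, drawn from 10 bins of mean expression. The interval covers the choice of genes, not the spread between embryos or libraries. For transcript length and GC content, 5 bins within each bin of expression were used, from the mm9 annotation, which gave a transcript for 89.1% of genes at E11.5 and 89.2% at E14.5. Fisher's exact test, two-sided and across genes, was used for the overlap of the study's calls between stages. All computing was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.

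The comparisons, the thresholds, the alternatives other than the enrichment score and the 2 for genes listed at 0, the cell cycle, neuronal, neural crest and glial, cholesterol, p53, hypoxia, immediate early and cell type lists, and the rule for naming genes were set before the data were examined. The erythroid and the mesonephros and gonad lists were written after *Alas2* and *Krt8* had been seen in a Supplementary Table. The trophoblast and decidua, parietal yolk sac, visceral yolk sac, and noradrenergic core lists, the enrichment score, and the 2 alternatives for genes listed at 0 were added after values had been seen. The cell type lists are erythroid, endothelial, mesenchyme, cartilage, skeletal muscle, mesonephros and gonad, liver, macrophage, sensory neuron, and chromaffin. Genes were named when the paper names them, when they were among the 5 with the steepest rise or fall of a stage at an FPKM of 5 or more, with *Mir*, *Snor*, and *Rn* symbols left out, or when they were the 2 most abundant of a marker list, and other genes are marked as chosen later. The noradrenergic and cholinergic lists are those of Supplementary Table 3, and the lists of nuclear division, DNA replication, response to DNA damage, neuron development, synaptic transmission, and cholesterol biosynthesis genes of the GO analysis are those of Supplementary Table 2.

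The alternatives were a pseudocount of 1 or 0.01, no filter on low values, an FPKM of 5 or more in either genotype or of 1 or more in both, centring on the median, rescaling without erythroid and mitochondrial genes, a fold threshold of 2 or 1.2, random lists that were not matched, lists without the genes the study called, tables without small RNA genes, and, for the counts, genes listed at 0 left out or given the sign of the deposited log2 fold change. A list median counted as moved outside its bootstrap interval, a count when it changed more than 1.5 times, and a single gene when it changed by more than 0.58 on the log2 scale. A change of sign counted as a reversal.

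The steps were tested on simulated data. Of 100 genes simulated as lower and 100 as higher, 90 and 86 were past the fold threshold in the right direction. Of 12423 genes simulated without a change, 569 passed it in either direction. The noise was drawn independently for each gene, at a single size that was not fitted to either stage. These rates therefore do not carry over to the counts of either stage, and lists of genes that vary together were not simulated. Of 400 random lists, 3.75% fell outside the central 95% of their random lists. A list of 50 genes, most of them lowered by a log2 ratio of -1 and the rest left unchanged, had a median of -0.75, at percentile 0. The adjustment recovered 490 of 500 simulated changes and called 22 others among 10000 p-values. Single libraries, ChIP-seq reads, and qPCR values were not analysed here.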

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

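The tests of mesonephros and of a lower share of neurons behind the macrophage genes were chosen only after the result was seen. The paper does not report on cell types outside the ganglion in its libraries. Of 13 lists of marker genes of such cell types, 6 had a median more than 2-fold higher in *Isl1* CKO than in control ganglia at E11.5 and above the central 95% of random lists, and 0 did so in hypomorphic ganglia at E14.5. The spread between libraries is unknown, so none of these differences could be tested against it.

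Erythroid genes had a median log2 ratio of 3.48 at E11.5 (2.79 to 4.02), with 16 of 17 genes higher. *Hba-x* rose from 2572 to 53627 FPKM and *Hbb-bh1* from 370.0 to 6015. *Hbb-y*, at 7552 FPKM in control ganglia, is listed at 0 in CKO ganglia with a cuffdiff p-value of 1 in the authors' deposited table, which reads as a failed estimate, so the erythroid share of the CKO libraries is understated. Of the 20 genes, 0 are on another list and 15 were called by the study. Without the genes that had been seen before, and without *Hbb-y*, the median was 3.41 over 14 genes, all higher. More red blood cells in the CKO tissue may therefore account for these genes. Whether they came from the dissection or from the embryos was not tested.

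Genes of trophoblast and decidua had a median log2 ratio of 4.00 at E11.5 (3.05 to 4.89), with 12 of 12 genes higher. Of the 53 genes of the list, 12 had values, 1 is on another list, and 4 were called by the study. *Prl8a2* rose from 0.241 to 48.4 FPKM and *Prl3b1* from 0.226 to 11.0. Their cuffdiff p-values in the authors' deposited table were 0.246 and 0.0159. Without the prolactin genes that had been seen before, the median was 3.15 (9 of 9 higher). Placental tissue in a CKO library is a candidate explanation. At E14.5 the 4 genes with values had a median of -0.44.

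Parietal yolk sac genes had a median log2 ratio of 1.86 at E11.5 (1.52 to 3.15), with 17 of 18 genes higher, 3 of the genes on another list, and 14 called by the study. *Serpinh1* rose from 192 to 489.7 FPKM and *Sparc* from 129 to 369, both of which ganglia also express at E14.5, and *Lama1*, seen before the list was written, rose from 1.82 to 70.8. Without *Lama1* the median was 1.66 (1.48 to 3.15). Parietal yolk sac in the CKO tissue may account for part of the genes called higher, *Fst* among them. The paper measured *Fst* and *Ctgf* by qPCR as higher too, at E11.5-12, where its methods state that cells were sorted. Genes of the erythroid, trophoblast, and parietal yolk sac lists together gave 31 of the calls higher at E11.5.

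Visceral yolk sac genes had a median log2 ratio of 1.01 at E11.5 (0.77 to 1.77), with 7 of 7 genes higher, at low levels. Of the 20 genes, 7 are on another list and 2 were called by the study. *Trf* rose from 12.2 to 19.6 FPKM and *Apoc1* from 2.04 to 5.10, and *Afp*, an abundant product of this tissue, from 1.89 to 3.30. Visceral yolk sac and liver cannot be told apart on these genes, because the lists share genes and most values lie near the lowest listed.

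Mesonephros and gonad genes had a median log2 ratio of 1.41 at E11.5 (0.56 to 3.47), with 7 of 7 genes higher. Of the 15 genes, 7 had values, 1 is on another list, and 3 were called by the study. *Cdh6* rose from 20.2 to 35.0 FPKM and *Krt18* from 2.13 to 22.6. Without *Krt8*, *Krt18*, and *Gata4*, which the study called, the median of *Wt1*, *Osr1*, *Cdh6*, and *Epcam* was 0.68, beside 0.66 for mesenchyme genes. Leaving out called genes selects for small changes by construction, so this comparison of 4 genes decides nothing. The interval of all 7 genes overlaps with that of mesenchyme genes (0.52 to 0.79). More mesonephros and a larger share of all surrounding tissue therefore cannot be told apart.

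Macrophage genes had a median log2 ratio of 1.13 at E11.5 (0.94 to 1.34), with 11 of 11 genes higher, 0 of them on another list, and 5 called by the study. *C1qb* rose from 9.62 to 22.5 FPKM and *Fcer1g* had a log2 ratio of 1.34. A lower share of neurons would raise other cell types alike, but the lower bound of this interval, 0.94, lies above the upper bound of 0.62 for endothelial genes, which argues against it as the whole cause. More macrophages in the CKO ganglia, where the paper reports increased cell death, and macrophages from other tissue both stay open, and neither was tested.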

How the results depend on the processing

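No test here was chosen only after the result was seen, except the enrichment score, the tests of genes listed at 0, and the comparison of rescaled values with the median of all genes. No paired analysis was possible because the deposited tables give 1 value per genotype, and for the same reason no library could be left out. Of 300 values of the main results under an alternative, 238 kept their direction and stayed close to the value reported, 57 moved, and 5 changed sign. Of 157 list medians among them, 137 stayed close, 15 moved, and 5 changed sign. Of 2747 values of single genes and other lists, 2683 stayed close, 38 moved, and 26 changed sign. Leaving out the filter on low values removed 0 genes and so tested nothing. The cause of the changes below was not tested, except that a stricter threshold or filter leaves fewer genes by construction.

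The S phase and G2/M medians kept their direction under every alternative, from -0.94 to -0.31 and from -1.08 to -0.48 at E11.5, and from 0.28 to 0.57 and from 0.21 to 0.50 at E14.5. The pan-neuronal median kept its direction, from -0.66 to -0.27 and from -0.27 to -0.21, and so did the neural crest and glial median, from 0.68 to 1.11 and from 0.09 to 0.12.

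Rescaling without erythroid genes gave 3038 genes lower and 1637 higher at E11.5, and medians of -0.94 (S phase), -1.08 (G2/M), -1.08 (nuclear division), -0.90 (DNA replication), -1.11 (DNA damage), and -0.58 (neuron development). At E14.5 it gave 0.50 (G2/M) and reversed the noradrenergic median to 0.023 and the mesonephros median to 0.0047. At E11.5 it reversed the p53 list to -0.12, the GO cholesterol list to -0.21, *Rgmb* to -0.069, *Dbh* to -0.11, *Casz1* to -0.13, *Pecam1* to -0.052, *Cdh5* to -0.045, *Alb* to -0.11, *Eif2s3y* to -0.19, *Uty* to -0.14, *Jun* to -0.15, *Egr1* to -0.063, and *Dhcr7* to -0.20, and at E14.5 *Cdh6* to 0.025 and *Jun* to 0.0094. This scaling moves all genes nearly alike, to a median of -0.18 at E11.5 and 0.03 at E14.5, and these 13 and 4 values all stayed on the same side of the median of all genes, so the changes of sign show no change relative to other genes. Centring reversed the GO cholesterol list to -0.031, *Eif2s3y* to -0.0049, and *Dhcr7* to -0.014 at E11.5.

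A fold threshold of 2 gave 652 lower and 1136 higher at E11.5, 105 and 131 at E14.5, and 88 genes changed at both stages (25 lower, 22 higher, 29 lower then higher, and 12 higher then lower). A threshold of 1.2 gave 3711, 4696, 1209, 1638, and 1937 (353, 675, 534, and 375). A pseudocount of 1 gave 188 and 217 genes at E14.5, 189 at both stages (38 higher at both, 71 lower then higher, 32 higher then lower), and 48 direct targets past the threshold at E14.5.

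An FPKM of 5 or more in either genotype gave 1555 genes higher at E11.5, 173 lower and 225 higher at E14.5, and 184 at both stages (45 lower, 34 higher, 23 higher then lower). It reversed the cholinergic median to -0.011, and the medians of cartilage (-0.16), mesonephros (0.16), sensory neuron (-0.050), chromaffin (-0.094), and immediate early genes (0.053) at E14.5 and of sensory neuron genes (-0.0046) at E11.5. An FPKM of 1 or more in both genotypes gave 244 genes higher at E14.5 and 180 at both stages (28 lower, 46 higher, 73 lower then higher, 33 higher then lower), and reversed the p53 list at E14.5 to -0.0031. Leaving out small RNA genes gave 41 genes lower at both stages, and leaving out genes listed at 0 gave 45.

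Without the genes the study called, which selects for small changes by construction, medians were -0.31 (S phase), -0.48 (G2/M), -0.16 (sympathetic identity), and 0.68 (neural crest and glial) at E11.5, and 0.28 (S phase), 0.21 (G2/M), and -0.23 (cholesterol) at E14.5. Sympathetic identity (0.054), noradrenergic (0.0046), and cholinergic (-0.064) medians reversed at E14.5. Against random lists that were not matched, the sympathetic identity median of -0.11 crossed the lowest 2.5% at E14.5.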

Differences from the paper's values

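No test here was chosen only after the result was seen, except the enrichment scores. The methods of the paper give a fold of 1.5 and an FDR under 0.05 for E11.5, with the paper's 358 genes lower and 555 higher. With cuffdiff's p-values adjusted over all genes of the authors' deposited table, 14 were lower and 54 higher. The alternatives set before the data were examined kept these adjusted values, so they could not raise the counts or close the gap. The paper's results give the same numbers for a p-value threshold, which returned 358 and 555 genes.

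For E14.5 the methods give a fold of 1.5 and p under 0.05, with the paper's 526 genes lower and 641 higher. These thresholds gave 171 and 233 in the deposited table. Of the alternatives set before the data were examined, a fold threshold of 1.2 gave 526 and 641, and none of the others closed the gap. The p-value threshold alone, which the paper's results state, also returned 526 and 641.

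The paper's enrichment score was about -0.58 in Fig. 7b for the noradrenergic list, read by eye, against -0.62 here, and about 0.54 in Fig. 7a for the cholinergic list, read by eye, against 0.59 here. The signs are the same. None of the alternatives set before the data were examined reached the paper's values, and the score itself was chosen after seeing the values.

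Some statements of the paper differ from the values here. The paper lists *Kdm6a* as lower in CKO ganglia, where it went from 14.5 to 13.2 FPKM with a cuffdiff p-value of 0.759 in the authors' deposited table. The paper counts 41 common direct targets, and 40 are on the lists of both stages. In the paper's Supplementary Table 8, *Ldoc1* is listed at 16.2 and 14.6 FPKM at E14.5 against 6.08 to 8.74 in the deposited table, where 16.2 and 14.6 are the values of *Ldoc1l*, and *Shox2* has no value at E11.5 against 21.5 to 4.05.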

Other observations

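The tests of red blood cell RNA behind the cell cycle genes, of endothelial and blood cells, of red blood cells in both mutants, and of cholesterol genes were chosen only after the result was seen, as were the choice of *Rn45s* and *Lars2*.

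The fall of cell cycle genes in CKO ganglia was set against technical explanations. A larger share of red blood cell RNA would lower all other genes by the same factor, but the medians were -0.71 for S phase and -0.85 for G2/M genes, and random lists of the same expression had a lower bound of -0.13, which argues against it. Random lists matched on transcript length had a lower bound of -0.15 and on GC content of -0.17, both well above these medians. A lower share of neurons would lower *Th*, *Dbh*, *Ddc*, and *Slc18a2* at least as far, and their median was -0.16. On these 4 genes, a list added after values had been seen, that argues against it as the whole cause. The 16 sympathetic identity genes had a median of -0.67 (-1.29 to -0.18), with 15 lower. That interval and the one of the pan-neuronal median of -0.42 overlap with the cell cycle lists. How much a lower share of neurons contributed therefore stays open. A change in the cycling of the cells, which the paper reports by BrdU, remains as a hypothesis.

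The rise of cell cycle genes at E14.5 was set against the same explanations. Random lists matched on length had an upper bound of 0.049 and on GC content of 0.070, below the medians of 0.54 and 0.47. A larger share of glial cells would raise neural crest and glial genes at least that far, and their median was 0.089. Endothelial genes had a median of 0.46 (0.41 to 0.51, 15 of 15 higher), close to the cell cycle lists, so a larger share of endothelial and blood cells and a change in neurons cannot be told apart in these values.

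A lower share of neurons would raise all other cell types alike. At E11.5 the neural crest and glial median was 1.11 (0.81 to 1.25), above the intervals of endothelial genes (0.48, 0.39 to 0.62) and mesenchyme genes (0.66, 0.52 to 0.79), which argues against it as the whole cause. The interval overlaps with those of cartilage (0.80, 0.32 to 1.05), sensory neuron (0.97, 0.38 to 1.69), and macrophage genes (1.13, 0.94 to 1.34). All of these lists rose, so a lower share of neurons may account for part of the rise. The excess of genes higher at E11.5 fell from 59.4% to 53.9% after centring, and a shift of 1 column cannot be told apart from a true excess, because the tables give no reference that is known to be unchanged.

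The 38 genes called higher at both stages hold 7 erythroid genes, and 8 of the erythroid, trophoblast, and parietal yolk sac lists together. The erythroid median at E14.5 was 0.47 (18 of 19 higher, *Hbb-b1* from 2638 to 3019.8 FPKM), so more red blood cells in both mutant tissues may account for part of these genes.

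Cholesterol biosynthesis genes of a list set beforehand had a median of -0.36 at E14.5 (-0.42 to -0.33, 19 of 19 lower). In the authors' deposited table, 13 of them had a cuffdiff p-value of 0.05 or less, 12 were under 0.05 when adjusted over the list alone and 3 when adjusted over all genes. At E11.5 the median was -0.17 (percentile 6.45). *Sqle* fell from 152 to 121 FPKM. Pan-neuronal genes had -0.27 (-0.36 to -0.18) and the 4 noradrenergic core genes -0.11 (-0.43 to 0.05), whose interval overlaps, so a larger share of other cells and a fall in the pathway cannot be told apart. The GO cholesterol list had a median of 0.02 at E11.5, which changed sign on centring and on rescaling.

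*Xist* fell at E11.5 from 43.7 to 14.0 FPKM (log2 ratio -1.64), while Y-linked genes had a median of 0.07 (-0.16 to 0.30), with *Eif2s3y* and *Uty* changing sign after rescaling without erythroid genes, as the median of all genes did. Fewer female embryos would raise the Y-linked genes, whose rise may be small when most embryos are male, so the explanation stays open. At E14.5 *Xist* had 0.10 and the 4 Y-linked genes were all lower (median -0.42), which is what more female embryos among the hypomorphic pools would give.

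Hox genes at E11.5 had a Spearman correlation of 0.48 between log2 ratio and paralog number (0.13 to 0.70, 26 genes), so that ganglia of different axial levels and an effect of ISL1 on these genes cannot be told apart. At E14.5 the correlation was -0.10 (-0.49 to 0.30, 22 genes), and 18 genes were higher. The interval overlaps with that of E11.5, so the 2 explanations cannot be told apart there either.

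Targets of p53 had a median of 0.12 at E11.5 (percentile 69.6), or -0.12 after rescaling without erythroid genes, and 0.04 at E14.5 (percentile 76.8). The paper reports more cell death at both stages, and these lists, with genes in both directions, decide nothing about it. Immediate early genes rose at E11.5 (median 0.82, 12 of 12 higher, *Jund* from 86.8 to 115 FPKM), so a difference in the handling of the tissue may contribute. At E14.5 their median was -0.037, with genes in both directions. Hypoxia genes had 0.36 at E11.5 (percentile 99.1) and -0.05 at E14.5.

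*Rn45s*, a ribosomal RNA, rose from 258 to 2829 FPKM and *Lars2* from 207 to 2215 at E11.5, and fell from 136 to 114 and 24.8 to 21.8 at E14.5. No biological explanation was tested for either.

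The other lists of cell types had these medians at E11.5 and E14.5. Mesenchyme genes had 0.66 and 0.20 (*Col1a2* from 193 to 352 FPKM at E11.5), cartilage genes 0.80 and 0.27 (*Col2a1* with a log2 ratio of 1.08 at E11.5), and skeletal muscle genes 0.58 and -0.14 (*Actc1* from 103 to 173). Liver genes had 0.82 (percentile 94.5) and 0.59 (*Alb* from 9.47 to 16.0 FPKM at E14.5), sensory neuron genes 0.97 and 0.40 (*Tlx2* from 65.1 to 49.7 at E11.5), and chromaffin genes 0.38 and 0.10 (*Chgb*, also named by the paper). At E14.5 the medians were 0.25 for macrophage, 0.10 for parietal yolk sac, 0.57 for visceral yolk sac, -0.03 for mesonephros and gonad (0.0047 after rescaling without erythroid genes), and -0.11 for noradrenergic core genes. The study called 12 of 15 endothelial, 3 of 15 mesenchyme, 3 of 10 cartilage, 0 of 15 skeletal muscle, 3 of 12 liver, 5 of 15 sensory neuron, and 2 of 10 chromaffin genes at either stage, and 7 liver and 2 chromaffin genes are on another list.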
